# Transcriptional Remodeling Patterns in Murine Dendritic Cells Infected with *Paracoccidioides brasiliensis*: More Is Not Necessarily Better

**DOI:** 10.3390/jof6040311

**Published:** 2020-11-24

**Authors:** Calliandra M. de-Souza-Silva, Fabián Andrés Hurtado, Aldo Henrique Tavares, Getúlio P. de Oliveira, Taina Raiol, Christiane Nishibe, Daniel Paiva Agustinho, Nalvo Franco Almeida, Maria Emília Machado Telles Walter, André Moraes Nicola, Anamélia Lorenzetti Bocca, Patrícia Albuquerque, Ildinete Silva-Pereira

**Keywords:** *Paracoccidioides brasiliensis*, fungal innate immunity, dendritic cells, resistance, susceptibility, A/J and B10.A mouse strains, autophagy

## Abstract

Most people infected with the fungus *Paracoccidioides* spp. do not get sick, but approximately 5% develop paracoccidioidomycosis. Understanding how host immunity determinants influence disease development could lead to novel preventative or therapeutic strategies; hence, we used two mouse strains that are resistant (A/J) or susceptible (B10.A) to *P. brasiliensis* to study how dendritic cells (DCs) respond to the infection. RNA sequencing analysis showed that the susceptible strain DCs remodeled their transcriptomes much more intensely than those from the resistant strain, agreeing with a previous model of more intense innate immunity response in the susceptible strain. Contrastingly, these cells also repress genes/processes involved in antigen processing and presentation, such as lysosomal activity and autophagy. After the interaction with *P. brasiliensis*, both DCs and macrophages from the susceptible mouse reduced the autophagy marker LC3-II recruitment to the fungal phagosome compared to the resistant strain cells, confirming this pathway’s repression. These results suggest that impairment in antigen processing and presentation processes might be partially responsible for the inefficient activation of the adaptive immune response in this model.

## 1. Introduction

Paracoccidioidomycosis (PCM) is an endemic disease caused by the thermally dimorphic fungi *Paracoccidioides* spp. The disease is mainly found in humid tropical and subtropical areas of several Latin American countries, especially in Brazil, Colombia, Venezuela, Argentina, and Ecuador [1,2,3]. Although the incidence and prevalence are not fully known due to the noncompulsory nature of its notification, it is deemed the most prevalent systemic mycosis in Brazil, where 80% of all PCM cases are reported [3]. In immunocompetent hosts, PCM case fatality rates are usually less than 5%, but it is associated with high morbidity due to frequent chronic sequelae [4,5]. These morbidity rates are even higher in immunocompromised patients [5,6]. In Brazil, PCM accounted for approximately 51.2% (1853) of the total deaths attributed to the upper respiratory systemic fungal diseases between 1996 and 2006 [1,6].

Understanding the protective responses of the host’s immune system to fungal infections can help predict disease progression and might directly influence the patient’s treatment and prognosis. Resistance or susceptibility to *P. brasiliensis* infection is influenced by several factors, including fungal inoculum size and lineage, as well as the host’s age, genetic background, gender, overall health, the efficiency of antigen-presenting cells (APCs), such as dendritic cells (DCs), B-cells and differentiated macrophages, the infected site costimulatory microenvironment, and the type of CD4^+^ T helper cell (Th) induced [7,8,9,10]. The overall result of these differences and the immune response’s polarization pattern determine the PCM clinical form. A protective host defense mechanism is believed to be based on cell-mediated immunity with a predominant Th1 cytokine (INF-γ, IL12, IL2, and TNF-α) production resulting in classical macrophage activation that will kill or inhibit fungal growth [3,11,12,13,14]. Though, an increased regulatory T cell activity with excessive immune suppression (high levels of IL10 and TGF-β, soluble or membrane-associated with LAP-1, and high expression of CTLA-4/CD152) leads to the severe forms of the disease [14,15]. In general, a Th2 and Th9 response usually leads to an uncontrolled inflammatory process (acute form), whereas a deficient Th1 mixed with a Th17 immune response leads to the chronic form [11,12,13]. In this sense, the comparative analysis of the early immune response to a fungal pathogen employing animal models with different immune response profiles could bring new clues about host–pathogen interaction, the stabilization of immunological patterns, and disease progression.

Different PCM mammalian (e.g., murine, rat, guinea pigs, hamsters, and rabbits) and nonmammalian models (e.g., amoebas, nematode *Caenorhabditis elegans*, and insect *Galleria mellonella*) have been used to investigate distinct aspects of fungal infection and host–fungal interaction in a complex organism, such as fungal virulence, pathogenesis, immunological response, test pharmacological therapies, and find novel antimycotic compounds [13,16,17,18]. Albeit, the gold standard for in vivo studies still is the murine model of infection, and there are well-established models of PCM resistance (e.g., A/Sn or A/J murine strains) and susceptibility (e.g., B10.A, BIOD2/nSn, and BIOD2/oSn murine strains), both sharing high similarity to most common host responses observed in humans [19,20,21,22,23,24,25]. The B10.A, BIOD2/nSn, and BIOD2/oSn isogenic strains mimic the chronic, progressive, and disseminated forms of human PCM, whereas the A/Sn or A/J strains have similarities to the regressive or localized forms of infection [15,19,22]. The preeminent hypothesis in the resistance/susceptibility PCM model is that susceptibility to *P. brasiliensis* is associated with a stronger and more efficient initial innate immune response, which is later heavily repressed [26]. In contrast, resistance is associated with an initially milder/deficient response that later develops to a resistance pattern in the course of infection [26]. In the results previously reported by our group, this dichotomy was also found at the molecular level on GM-CSF- and M-CSF-induced bone marrow-derived macrophage from resistant (A/J) and susceptible (B10.A) mouse strains infected by *P. brasiliensis* [25].

Dendritic cells (DCs) play a pivotal role in the immune system as the most effective antigen-presenting cells and a mediator between innate and adaptive immune responses. Their potential for fine-tuning the host’s responses leading to the control or the eradication of the infection and its role in PCM has been highlighted in the literature [27,28,29,30,31]. Furthermore, although most in vivo studies focus on the late immune response presented by both resistant and susceptible mice, these studies suggested essential differences in the profile of pattern recognition receptors (PRRs) used by these hosts in their initial interaction with *P. brasiliensis* [19,22,26,27,32]. As the activation of different PRRs would result in different signaling pathways and immune responses, we decided to invest in a broader analysis of gene expression of bone marrow-derived DCs (BMDCs) from resistant and susceptible mice in response to *P. brasiliensis* infection. To achieve this, we have employed RNA sequencing (RNA-seq) to provide a global picture of early phase host gene expression in response to *P. brasiliensis* interaction. We found that BMDCs from the susceptible mouse presented a more intense response to infection, suggesting that an early immunological overreaction to this fungus might be linked to host susceptibility.

## 2. Materials and Methods

### 2.1. Fungal Cells and Growth Conditions

The virulent strain Pb18 of *P. brasiliensis* was maintained by weekly subcultivation in semisolid Fava-Netto’s medium at 37 °C and used in the experiments after 7 days of growth. Yeast cells were resuspended in PBS and adjusted to the desired concentration based on hemocytometer counts using the Janus Green B vital dye to determine viability [33]. Only cultures with viability greater than 90% were used in our experiments. The virulence of the strain was maintained by in vivo passages in mice every 3 months.

### 2.2. Mouse Strains and Bone Marrow-Derived Cells Differentiation

*P. brasiliensis*-resistant (A/J) and -susceptible (B10.A) male mice [19,22,26,34], between 6 and 12 weeks old, were obtained from the Immunology Department of the University of São Paulo Biomedical Sciences Institute, Brazil. The animals were housed with food and water ad libitum at the Animal Care Center of the Biological Institute of the University of Brasília, Brazil. The mice were euthanized, and their bone marrows collected. All procedures involving animals were performed following the animal use guidelines according to Brazilian laws and approved by the Committee on Ethical Use of Animals (Proc. UnB Doc 52657/2011).

Bone marrow-derived macrophages (BMMs) and dendritic cells (BMDCs) were generated from bone marrow cells, as previously described [35]. Briefly, 2 × 10^6^ bone marrow cells were plated on nontreated 100 mm culture dishes in complete RPMI-1640 medium (Sigma-Aldrich, Saint Louis, MO, USA) supplemented with 10% heat-inactivated fetal bovine serum (FBS; Thermo Fisher Scientific, Waltham, MA, USA), 50 µg/mL of gentamicin, 50 µM 2-mercaptoethanol (Sigma-Aldrich), and 20 ng/mL recombinant GM-CSF (PeproTech, Ribeirão Preto, SP, Brazil). The cultures were incubated for 8 days at 37 °C in a humidified 5% CO_2_ atmosphere. On the third day, 10 mL of fresh completed medium was added to the culture. Half of the plated medium was removed on the sixth day and supplemented with fresh complete medium. Nonadherent BMDCs in the culture supernatant and loosely adherent cells were harvested by gentle washing on the eighth day. We typically obtain around 80% of these cells expressing MHC class II and CD11c, which characterize bone marrow-derived DCs [36,37]. The attached BMMs were detached from plates with TrypLE™ Express (Thermo Fisher Scientific) and were separately collected.

### 2.3. Ex Vivo Infection of Dendritic Cells from PCM-Resistant and -Susceptible Mouse Strains

BMDCs uninfected (control) and infected with *P. brasiliensis* at a multiplicity of infection (MOI) of 5:1 were incubated in RPMI 10% fetal bovine serum for 6 h in a humidified atmosphere of 5% CO_2_ at 37 °C. This MOI has been previously shown to be nondeleterious to macrophage cultures [38,39]. After the incubation time, the culture supernatants were collected for cytokine and chemokine measurements, and the BMDCs were lysed for total RNA extraction.

### 2.4. Cytokine and Chemokine Measurements

The levels of the cytokines TNF-α, IL6, IL10, and the chemokine MCP-1 in the coculture supernatants were quantified by a capture enzyme-linked immunosorbent assay (ELISA) using specific kits from ELISA Ready-SET-Go!^®^ (eBioscience, San Diego, CA, USA), according to the manufacturer’s instructions. The absorbance values were measured in a spectrophotometer (SpectraMax M5—Molecular Devices, San Jose, CA, USA) and analyzed with the SoftMax 5.2 software. Cytokine and chemokine concentrations were determined using a standard curve, following the kit’s recommendations.

### 2.5. Ex Vivo Infection of Resistant and Susceptible BMMs and BMDCs with P. brasiliensis for LC3 Immunofluorescence

Eight hundred thousand (8 × 10^5^) BMMs or BMDCs were plated onto MatTek^®^ glass-bottom dishes for 24 h (MatTek, Ashland, MA, USA). On the day of the interaction, cells from 5-day-old cultures of *P*. *brasiliensis* were collected, vortexed in PBS, and then passed through a 40 µm cell strainer before counting in hematocytometer. Following that, fungal cells were inoculated on the MatTek^®^ Petri dishes containing BMMs or BMDCs at a MOI of 1:1. The dishes were incubated for 12 h at 37 °C in the presence of 5% CO_2_ to allow infection. After infection, MatTek^®^ dishes were used in immunofluorescence experiments to locate the microtubule-associated protein 1A/1B-light chain 3 (LC3), widely used to monitor autophagy [40].

### 2.6. Immunolocalization of LC3 in Infected BMMs and BMDCs

After 12 h of infection, the cells were fixed with ice-cold methanol for 10 min and washed with PBS. Afterward, they were incubated with primary antibody (rabbit polyclonal IgG against human LC3, 1:1000 dilution (Santa Cruz Biotechnology, Dallas, TX, USA) for 1 h at 37 °C. Subsequently, the cells were washed three times with PBS and incubated with a secondary antibody (goat IgG against rabbit IGG conjugated with Alexa Fluor^®^ 488, dilution 1: 2000 (Thermo Fisher Scientific) for 1 h at 37 °C. Following secondary antibody incubation, the cells were washed three times with PBS, and MatTek^®^ dishes were mounted with ProLong Gold Antifade Mountant (Thermo Fisher Scientific) and a microscope coverslip. MatTek^®^ dishes were then observed by epifluorescence microscopy on a Zeiss Axio Observer Z1 equipped with a 63x NA 1.4 objective (Zeiss, Oberkochen Germany). Micrographs were recorded with a cooled CCD camera and the Zeiss ZEN software. Image stacks were deconvolved with a constrained iterative algorithm on Zeiss Zen and manipulated on Adobe Photoshop (Adobe, Mountain View, CA, USA). No nonlinear modifications were made to the images, and when brightness adjustments were made, they were applied uniformly to the entire image. To quantify LAP. The phagocytosed fungal cells in each field were counted as well as the number of phagocytosed fungal cells positive for LC3. The analysts who performed the counting were blinded to the identity of the samples. The percentage of LC3-associated phagocytosis (LAP) was measured by the number of phagocytosed fungal cells positive for LC3 divided by the total number of phagocytosed fungal cells. As positive control, we made in parallel similar experiments using BALB/c BMMs infected with *C. neoformans* or *C. albicans* (Figure S1), a condition in which LAP has been previously detected [40].

### 2.7. RNA Isolation

After 6 h of interaction, the total RNA of *P. brasiliensis*-infected dendritic cells or uninfected control cells was isolated using RNeasy^®^ Plus Mini Kit (QIAGEN, Hilden, Germany), following the manufacturer’s protocol. After the quality analysis (Bioanalyzer 2100—Agilent, Santa Clara, CA, USA) and quantification (Qubit^®^ 2.0 Fluorometer—Life Technologies, Carlsbad, CA, USA), 3.5–6.0 μg of total RNA from BMDCs of the different experimental conditions was prepared for transport at room temperature employing the RNA stable kit (Biomatrica, San Diego, CA, USA), according to the manufacturer’s recommendations.

### 2.8. Sequencing Parameters

Twelve barcoded libraries after poly(A) + RNA selection, according to the Illumina TruSeq RNA-seq methodology, were sequenced from total BMDC RNA samples obtained from resistant (A/J) and susceptible (B10.A) strains, infected or not by Pb18. Three noninfected and three Pb18-infected BMDC samples were used from each mouse strain. High-throughput RNA sequencing (RNA-seq) was subsequently performed using the Illumina HiSeq 2000 Analyzer platform at the Scripps DNA Sequencing Facility, generating paired-end reads of 100 base pairs (bp).

### 2.9. RNA-Seq Data Analysis

The high throughput pipeline analysis of both transcriptomes of BMDCs from these two mice strains infected or not with the virulent Pb18 isolate of *P. brasiliensis* was analyzed as described below. FASTQ files obtained from Illumina sequencing [41] were evaluated using the FastQC software [42]. The adapters identified by FastQC were removed using the Cutadapt software [43], while the low-quality sequences were filtered using PRINSEQ [44]. Qualified reads were mapped onto the mouse reference genome (mouse build mm10) using TopHat2 [45]. The final BAM mapping files were ordered and indexed using SAMtools [46], followed by a read count using HTSeq-count [47]. Transcripts with low counts (CPM < 1) and not present in at least two libraries were removed from the analysis.

The differentially expressed genes (DEG) were estimated using the edgeR library, applying TMM library size normalization and likelihood ratio test, implemented in software R version 3.6.1 [48]. The false discovery rate (FDR) was controlled by the Benjamini-Hochberg algorithm [49]. A fold change ≥ ± 1.4 and an FDR-adjusted *p*-value < 0.05 were used as cutoff criteria for differential gene expression.

Genes considered differentially expressed were used for the Gene Ontology (GO) and KEGG enrichment analysis by ClusterProfiler [50]. Only nodes with FDR-adjusted *p*-values < 0.01 and *p*-values < 0.05 were considered statistically significant for GO and KEGG analysis, respectively. Simplify method was used to reduce the enriched GO terms redundancy. Plots were produced in R using ggplot2. Heatmaps were generated using the ComplexHeatmap library and the Gene Ontology database [51].

### 2.10. Data Access

All sequencing data were deposited in NCBI’s Gene Expression Omnibus (GEO) database under accession number GSE158289.

### 2.11. RNA-Seq Validation by Quantitative PCR (RT-qPCR)

We performed RT-qPCR of nine genes (Table S1) related to innate immunity using the same samples of total BMDC RNA used in the RNA-seq. After DNase I treatment (included in the RNeasy^®^ Mini Kit Plus), first-strand cDNAs were synthesized from 500 ng of total RNA for each sample following the instructions for SuperScript III (Thermo Fisher Scientific). The RT-qPCR was performed using SYBR Green Master Mix (Thermo Fisher Scientific) with this dye’s standard cycling condition. Gene expression changes relative to control were estimated using the 2^−∆∆Ct^ method [52].

The internal control used was the 40S ribosomal protein S9 (RPS9) gene (Table S1), as described previously by our group [36,39]. Specific oligonucleotides for the genes encoding MyD88, NF-κB, TNF-α, and IL1β were designed as described before [39] and based on sequences obtained from the mouse transcriptome database (http://www.informatics.jax.org). The oligonucleotide sequences for the genes encoding IL6, IL10, IL12αp35, CXCL10, and CCL22 were obtained from the PrimerBank database http://pga.mgh.harvard.edu/primerbank/ [53]. All primer sequences are listed in Table S1.

### 2.12. Statistical Analysis

Three independent experiments were performed for every outcome measured. The differences between the groups, for all experiments except RNA-seq, were analyzed by Student’s *t*-test, two-way ANOVA with Tukey’s multiple comparisons post-test, or by Fisher’s exact test. The statistical analysis was performed using GraphPad Prism 7.0.0 (GraphPad Software, San Diego, CA, USA). A *p*-value < 0.05 was considered significant.

## 3. Results

### 3.1. P. brasiliensis Infection Triggers Widespread Transcriptional Remodeling in a PCM-Susceptible Mouse Strain

We characterized the early transcriptional response of BMDCs derived from well-established murine models of resistance (A/J) and susceptibility (B10.A) to PCM after their interaction with *P. brasiliensis* [15,22,23]. For that, BMDCs were coincubated with or without *P. brasiliensis* cells at a MOI of 5:1 for 6 h; afterward, these cells were collected for RNA extraction and sequencing.

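BMDCs of each strain were sequenced in 3 infected and 3 uninfected libraries, 12 libraries in all, after 6 h of culture with or without the fungus. The sample labels describe the ratio of 5:1 as dendritic cells to yeast cells. This is the reverse of an MOI, which counts yeast cells per dendritic cell, and which order was used stays open. Polyadenylated RNA was sequenced as paired reads, which the authors mapped to the mouse genome build mm10 with TopHat2. They deposited the reads that HTSeq-count assigned to each of 39179 Ensembl genes, without normalization, and 37607 of these genes carry a symbol in the GENCODE annotation of the same build (GRCm38). The strand setting of the counting is not stated, so a gene whose exons overlap another gene can hold or lose reads of its neighbour. Between 7072936 and 13269853 reads per library were counted on genes. The median was 12598342 in uninfected and 11016261 in infected A/J BMDCs, and 9764007 in uninfected and 8578720 in infected B10.A BMDCs. The lines of each library sum to 9774127 to 18152782, more than its mapped reads in Table S2, so the line for alignments that are not unique, 19.1% to 24.6% of the sum, does not count each read once. Reads that could not be given to a single gene made up 3.82% to 4.28% of the sum. The 10 genes with the most reads took 9.08% to 13.7% of the counts. In Table S2 the paper's own values range from 12126559 to 21266532 reads and from 8182516 to 15356207 mapped reads per library. The replicate numbers of the infected and uninfected libraries are not stated to come from the same mouse or culture, and the libraries were treated as unpaired.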

For all the samples, each replicate yielded an average of 16 million reads after the sequencing of both transcriptomes, and all the analyzed samples had more than 97% of their reads mapped to the mouse reference genome (Table S2). To generate a set of differentially expressed genes in *P*. *brasiliensis*-infected BMDCs relative to uninfected control, for both mouse strains, we adopted statistical and biological significance thresholds of adjusted *p*-value < 0.05 and FC ≥ ±1.4, respectively.

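Each strain was tested on its own 6 libraries, over the genes with a CPM (counts scaled to a common library total) of at least 1 in at least 2 libraries, after TMM normalization. The thresholds of the paper were kept, with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment as the test. Replicates of A/J BMDCs varied more than those of B10.A BMDCs. The common biological coefficient of variation was 19.3% for A/J and 13.6% for B10.A. With 1 library left out in turn, it stayed between 16.0% and 21.4% for A/J and between 11.9% and 15.0% for B10.A. On counts simulated with the spread of each strain and a set of genes changed by design, the test found 161 of 195 changed genes (82.6%) with the A/J spread, and 14 of its calls were false. With the B10.A spread it found 170 of 198 (85.9%), with 16 false calls. The simulated changes were folds of at least 2, and the noise was drawn for each gene on its own. Real A/J changes were mostly smaller, with a median absolute log2 fold change of 0.21 over the genes called in B10.A. The shares found therefore do not give the power for small changes, or where variation between libraries is shared across genes.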

We observed a significant disparity in the number of differentially expressed genes upon infection (red dots) between cells derived from both mouse strains, as presented in Figure 1A. BMDCs from the susceptible strain modulated a much higher number of genes (2278) upon infection with *P. brasiliensis* than BMDCs from the resistant strain (221), and both sets have few genes in common (189) (Figure 1B). 

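In A/J BMDCs, 12061 genes were tested and 0 passed the thresholds by edgeR's quasi-likelihood test, with a smallest adjusted p of 1.0. At an unadjusted p under 0.05 there were 390 genes, where chance alone gives 603.05. The likelihood ratio test of edgeR, which the paper names, also called 0 genes (389 at an unadjusted p under 0.05, smallest adjusted p = 0.259). With 1 library left out, a setting chosen after the values were seen, the likelihood ratio test called 206 genes without A/J uninfected replicate 1, 59 without A/J infected replicate 1, 2 without A/J infected replicate 3 and 0 without each of the other 3. DESeq2 called 0 (353 unadjusted, smallest adjusted p = 0.186), and limma-voom called 0 (414 unadjusted). Without A/J uninfected replicate 1, the quasi-likelihood test called 1 gene, Cxcl10. With the dispersions of B10.A, a setting chosen beforehand, the likelihood ratio test called 149. After the values were seen, 2 factors estimated from the residuals gave 261, but another split of the A/J libraries gave 1389. The 6 ways to match infected to uninfected libraries as a block, also chosen afterwards, gave 0 to 309. In B10.A BMDCs, 11690 genes were tested and 1553 were called, and 3909 (33.4%) had an unadjusted p under 0.05. The number fell to 768 without B10.A infected replicate 1 and to 1025 without B10.A infected replicate 2, and the other libraries left out in turn gave up to 1391. The likelihood ratio test gave 1885, and glmTreat, which tests against the fold threshold itself, 322. Of the 11344 genes tested in both strains, 0 were called in both, or 1 (Cxcl10) without A/J uninfected replicate 1. With settings chosen after the values were seen, it was 132 under the dispersions of B10.A for A/J and 239 with 2 residual factors.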

In fact, the resistant BMDCs seem to hardly alter their noninfected transcript landscape following *P. brasiliensis* infection. This difference was also reflected in the general immune response of both mouse strains upon infection with *P. brasiliensis* and could be more clearly discerned by analyzing the number of differentially expressed genes (DEGs) clustered in the Gene Ontology (GO) terms: immune response, immune system process, inflammatory response, innate immune response, and metabolic process genes. 

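The size of the response was compared with its count of DEGs by setting the log2 fold changes of the 2 strains side by side. Over the 11344 genes tested in both strains, the A/J change rose with the B10.A change with a slope of 0.293 (Pearson's r = 0.587, Spearman's rho = 0.514 across genes, which are not independent replicates). The slope was 0.424 without A/J uninfected replicate 1 and 0.238 without A/J uninfected replicate 3. Over these genes 68.2% changed in the same direction and 76.5% changed more in B10.A, with a median absolute log2 fold change of 0.10 in A/J and 0.24 in B10.A. Of the 1516 genes called in B10.A and tested in both, which were selected for a large change in B10.A, 90.8% changed in the same direction in A/J, and 98.6% changed more in B10.A. Their median absolute log2 fold change was 0.21 in A/J and 0.82 in B10.A. The slope was 0.471 over the 824 of these genes that rose in B10.A and 0.127 over the 692 that fell. A difference in response between the strains was also tested directly, as the interaction of strain and infection over 12450 genes in all 12 libraries. Edn1, Tnfsf4, Mettl7a1 and Entpd1 were called by edgeR's quasi-likelihood test, 4 genes in all, and 1285 genes (10.3%) had an unadjusted p under 0.05. The log2 difference, B10.A minus A/J, was 2.11 for Edn1 (SE 0.26, adjusted p = 0.0157) and 1.70 for Tnfsf4 (SE 0.20, adjusted p = 0.0157) by this test. By the same edgeR test it was -1.54 for Mettl7a1 (SE 0.19, adjusted p = 0.0157), whose reads may be shared with close relatives of the gene, and -1.17 for Entpd1 (SE 0.17, adjusted p = 0.0489). The call count was 86 by the likelihood ratio test, 125 by DESeq2 and 0 by limma-voom (1235 at an unadjusted p under 0.05). With the replicate number as a block it was also 0. It was 0 without A/J infected replicate 1, A/J infected replicate 2 or B10.A infected replicate 1, 1 without A/J uninfected replicate 1, and 2 without B10.A uninfected replicate 2, uninfected replicate 3 or infected replicate 2. The paper, after giving its numbers of DEGs, states that resistant BMDCs seem to change their transcripts little on infection.

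**Figure D1:**
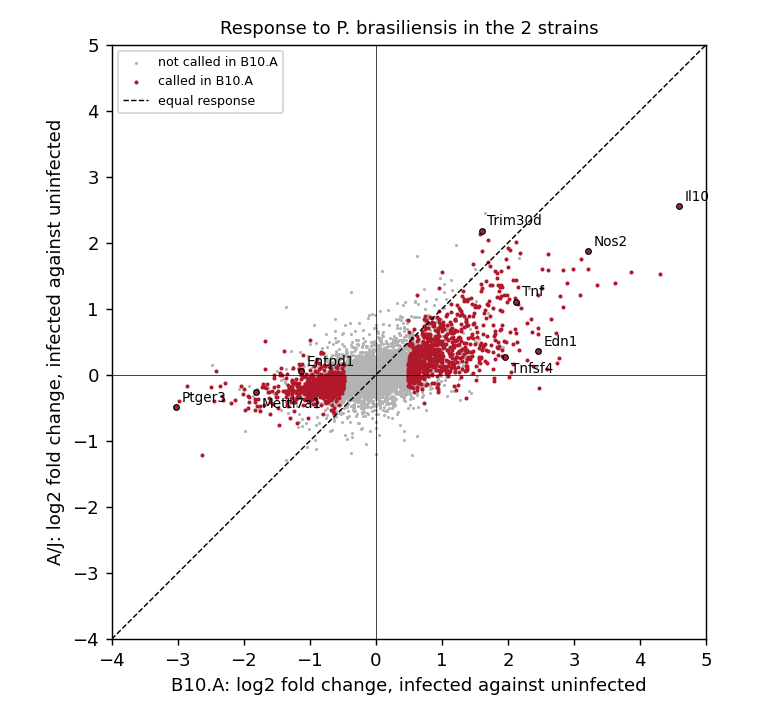
Log2 fold change of infected against uninfected BMDCs in B10.A (horizontal axis) and in A/J (vertical axis), 1 point per gene tested in both strains, with genes called in B10.A in red and the dashed line marking an equal response. Most red points lie between the dashed line and a change of 0 in A/J.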

As presented in Figure 1B,C, BMDCs from the resistant A/J strain had only 213 upregulated genes and eight downregulated ones. In contrast, BMDCs from the susceptible B10.A strain not only presented a significantly higher overall number of upregulated DEGs (1128) but also displayed 1150 downregulated DEGs and a higher number of DEGs clustered in those GO terms than in the resistant strain. It was also interesting to note that the susceptible mouse strain seems to downregulate its metabolic processes in response to infection. 

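Of the genes called in B10.A, 854 rose and 699 fell. With upper-quartile normalization, which moved the median log2 fold change of all genes by -0.07, 698 rose and 921 fell, so the share that rose went from 55.0% to 43.1%. By the likelihood ratio test the division was 1008 to 877, and by DESeq2 881 to 720. In A/J, where 0 genes were called by edgeR's quasi-likelihood test, no such division can be given. Il10 rose most in B10.A among genes whose infected and uninfected libraries did not overlap, followed by Il1f6 (log2 fold change 4.30), Col5a3 (3.85), Itgb8 (3.63) and Ereg (3.35), with adjusted p from 0.00113 to 0.00881 by the quasi-likelihood test. Among the called genes without such overlap, the largest fall by fitted value was that of Ptger3 (-3.03, adjusted p = 0.0155 by the quasi-likelihood test). Ptger3 was not called without B10.A infected replicate 2 (adjusted p = 0.0573), and over the alternatives its adjusted p ranged from 2.3e-06 to 0.0573. Behind Cd209a and Faah, given below as counts, came Hes2 with -2.64 and Cxcr3 with -2.57. Ptger3, Hes2 and Cxcr3 also had few reads in the infected B10.A libraries, with means of 0.330, 0.211 and 0.211 CPM. No counting interval was computed for these 3 genes. Hes2 was not called without B10.A infected replicate 1 (adjusted p = 0.0529), and Cxcr3 was not called when B10.A infected replicate 1, 2 or 3 was left out (adjusted p = 0.0911, 0.0807 and 0.0749). Cd209a had 33 counts in the uninfected and 3 in the infected B10.A libraries, a ratio of 8.57 in CPM (95% exact counting interval 2.69 to 43.7), and Faah 30 and 3, a ratio of 7.79 (2.42 to 39.9). The intervals cover counting error only, and reads of Cd209a may be shared with the other members of its family. Cd209a lost its call without B10.A uninfected replicate 1, infected replicate 1 or infected replicate 2 (adjusted p = 0.0636, 0.137 and 0.117), and Faah without infected replicate 1 or infected replicate 3 (adjusted p = 0.0918 and 0.0553). The adjusted p ranged over the alternatives from 0.000237 to 0.0529 for Hes2, 0.00152 to 0.0911 for Cxcr3, 0.000309 to 0.137 for Cd209a and 0.000663 to 0.0918 for Faah.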

The complete list of genes is presented in Tables S3 and S4.

The RNA-seq results were validated using RT-qPCR to assess transcript levels of several genes related to the innate-immune response; namely, those encoding the cytokines TNF-α, IL1β, IL6, IL10, and IL12, the chemokines CCL22 and CXCL10, the molecular adapter MyD88, and the transcription factor NF-κB (Figure S2). 

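In B10.A BMDCs, Tnf (ENSMUSG00000024401, chromosome 17 from 35199381 to 35202007 of GRCm38) had 166 ± 115 CPM uninfected and 735 ± 273 CPM infected (mean ± SD, n = 3 libraries each). The log2 fold change was 2.13 (SE 0.49, adjusted p = 0.0206 from edgeR's quasi-likelihood test), with 3 of 3 infected libraries above every uninfected one. Tnf was not called without B10.A infected replicate 1 (log2 fold change 1.77, adjusted p = 0.0776) or without uninfected replicate 2 (2.06, adjusted p = 0.0613), with adjusted p from 6.4e-05 to 0.0776 over the alternatives. In A/J BMDCs it had 456 ± 368 CPM uninfected and 986 ± 290.2 CPM infected, a log2 fold change of 1.11 (SE 0.53, adjusted p = 1.0), or 2.02 (adjusted p = 0.109, the lowest of the alternatives, against 1.0 at most) without A/J uninfected replicate 1, whose value of 880.4 CPM lay far above those of the other uninfected libraries. Il10 (ENSMUSG00000016529, chromosome 1 from 131019845 to 131024974) went from 0.230 ± 0.130 to 6.02 ± 0.260 CPM in B10.A, a log2 fold change of 4.59 (SE 0.36, adjusted p = 0.00113). In A/J it went from 1.12 ± 1.79 to 6.94 ± 3.67 CPM, with a log2 fold change of 2.55 (SE 1.02, adjusted p = 1.0) that became 6.16 without A/J uninfected replicate 1 (adjusted p = 0.126, and 1.0 at most over the alternatives). Il6 (ENSMUSG00000025746, chromosome 5 from 30013114 to 30019981) had low counts, with 0.978 ± 0.867 and 2.50 ± 1.12 CPM in uninfected and infected A/J cells and 2.08 ± 2.35 and 11.0 ± 8.40 CPM in those of B10.A. Its log2 fold change was 2.32 in B10.A (SE 0.73, adjusted p = 0.0604) and 1.31 in A/J (SE 0.64, adjusted p = 1.0), and neither was called. The B10.A change of Il6 was called by the likelihood ratio test (adjusted p = 0.0156) and without B10.A uninfected replicate 1 (adjusted p = 0.0199), and over all alternatives its adjusted p ranged from 0.00237 to 0.242. Without A/J uninfected replicate 1 the A/J change of Il6 was 2.38 (adjusted p = 0.363, and 1.0 at most over the alternatives). None of the 3 genes was called for a difference in response between the strains, with interaction log2 differences, B10.A minus A/J, of 1.03 for Tnf (adjusted p = 0.714), 2.07 for Il10 (adjusted p = 0.667) and 1.04 for Il6 (adjusted p = 0.818) by edgeR's quasi-likelihood test. Without A/J uninfected replicate 1 they were 0.12, -1.53 and -0.03, the latter 2 with the sign reversed. Over all alternatives they ranged from 0.12 to 1.69 for Tnf, from -1.53 to 2.64 for Il10 and from -0.03 to 2.56 for Il6, and none was called.

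**Figure D2:**
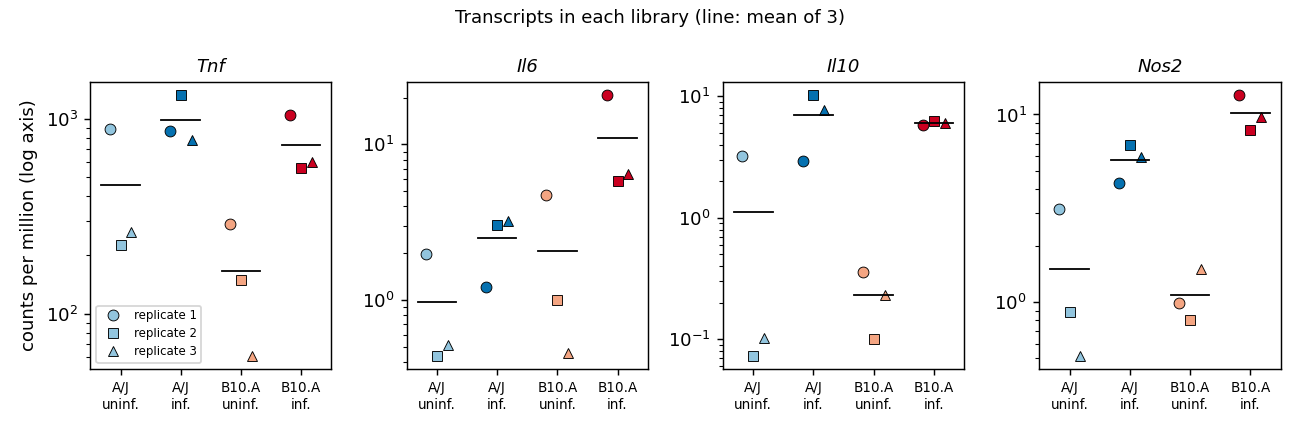
CPM of Tnf, Il6, Il10 and Nos2 in each library (log axis), by strain and infection state, with 1 marker shape per replicate number and a line at the mean of the 3 libraries. In A/J the uninfected replicate 1 lies nearest the infected libraries.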

Comparing infected to noninfected cells, a similar increase in TNF-α, IL6, and IL10 transcripts accumulation and cytokines release was observed for both strains (Figures S2 and S3). However, the susceptible mice produced significantly higher levels of those cytokines in comparison to the resistant strain. The MCP-1 (CCL2) release was also stimulated after infection in both mouse strain, in a similar fashion (Figure S3). Nevertheless, the MCP1-transcript was not differentially expressed after infection in either mouse strain, which could be explained by the post-transcriptional regulation of MCP-1 mRNA stability [54,55]. 

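Ccl2 (ENSMUSG00000035385, chromosome 11 from 82035571 to 82037453) had 587 ± 67.0 CPM in uninfected and 643 ± 127 CPM in infected A/J BMDCs (mean ± SD, n = 3), and 95.8 ± 85.8 and 109 ± 61.5 CPM in those of B10.A. The log2 fold change on infection was 0.13 in A/J (SE 0.16, adjusted p = 1.0 from edgeR's quasi-likelihood test) and 0.16 in B10.A (SE 0.60, adjusted p = 0.886). In B10.A the SE was wide, and over the alternatives the log2 fold change ranged from -0.41 to 1.18, with adjusted p from 0.123 to 0.947 and no call. The difference in response between the strains was 0.04 on the log2 scale and was not called (adjusted p = 0.997 by the same test, 0.511 to 1.0 over the alternatives).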

Depending on the stimulus, MCP1-transcript accumulation peak tends to occur at 2 h returning to normal levels at 4 h [56,57]; in our analyses, both RNA and cytokine/chemokine samples were collected after 6 h of infection with *P. brasiliensis*.

### 3.2. PCM-Resistant Mouse Strain Reveals a Precise and Coordinated Immune Response upon P. brasiliensis Infection

A selected global GO analysis profile for the DEGs in BMDCs from resistant and susceptible strains upon infection with *P. brasiliensis* is represented in Figure 2. Genes modulated by BMDCs from the susceptible strain significantly clustered in 98 GO terms, of which 12 were downregulated (Table S5). 

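The genes that Tables S5 and S6 list under each enriched term were looked up in the tests of both strains, without a test of the lists, since the paper chose them on these samples. Of the 86 upregulated terms of Table S5, 67 have a complete gene list, as have all 12 downregulated ones and all 81 terms of Table S6. For the upregulated B10.A terms, the median over terms of the median log2 fold change was 0.92 in B10.A and 0.37 in A/J, with the larger change in B10.A for 67 of 67 terms. For the terms that Table S6 reports for A/J it was 1.36 in B10.A and 1.00 in A/J, again larger in B10.A for 73 of the 81 terms. The terms share genes, and their medians were not computed with a library left out. Together with the complete pathway lists of Tables S7 and S8, these terms name 869 genes, of which 866 were matched by symbol, 841 tested in A/J and 863 in B10.A. By edgeR's quasi-likelihood test 629 of them were called in B10.A and 0 in A/J, and by the likelihood ratio test 729 in B10.A.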

Meanwhile, modulated genes from BMDCs of the resistant strain were significantly grouped in 81 GO terms, and all were upregulated (Table S6). Most of the GO biological processes, in both mouse strains, were involved in innate immunity, its regulation, or in immunity against internalized pathogens (Figure 2).

Further analysis focusing on GO biological processes revealed enrichment of upregulated genes in GO immunological processes categories (*p* < 0.01) in both resistant and susceptible strains (Tables S5 and S6). The resistant BMDCs display fewer DEGs, grouped in a smaller number of categories but displaying a higher number of upregulated genes, in an apparent higher interconnected organization (Figure 3), which might reflect a more precise and coordinated response to infection than the susceptible BMDCs (Figure 4). Both models shared six upregulated biological process categories: response to interferon-beta, cytokine secretion, chemotaxis, regulation of cell killing, positive regulation of phagocytosis, and production of molecular mediators of the immune response (Figure 2 and Figure 3). However, they markedly differed in the modulation of some categories. For example, BMDCs from the resistant strain upregulated genes related to inflammatory response, positive regulation of cytokine production, neutrophil chemotaxis, and positive regulation of the apoptotic process (Figure 2). In contrast, BMDCs from the susceptible strain upregulated genes involved in macrophage migration, negative regulation of catalytic activity, innate immunity, and antigen processing and presentation (Figure 2).

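The paper picked the genes of these Table S5 lists for their rise in B10.A, which favours a larger change there. Among the genes that Table S5 lists for B10.A under response to interferon-beta, the median log2 fold change was 1.40 in B10.A, where 25 of 28 were called, and 1.01 in A/J. For cytokine secretion the medians were 1.10 in B10.A (46 of 51 called) and 0.40 in A/J, for cell chemotaxis 1.21 (41 of 57) and 0.41, and for regulation of cell killing 0.95 (14 of 24) and 0.57. They were 0.74 (12 of 14) and 0.44 for positive regulation of phagocytosis, and 1.21 (26 of 29) and 0.37 for production of molecular mediators. The lists of Table S6 hold genes that the paper picked for their change in A/J. Their medians in A/J and B10.A were 1.07 and 1.33 for response to interferon-beta, 1.11 and 1.66 for cytokine secretion, 1.02 and 1.36 for chemotaxis, 0.99 and 0.88 for regulation of cell killing, 0.79 and 0.88 for phagocytosis and 1.16 and 1.92 for mediators. A separate list of 28 interferon-stimulated genes, written without use of the values, had a median of 1.43 in A/J and 1.68 in B10.A. All 28 genes rose in both strains, and 26 were called in B10.A and 0 in A/J. Adjusted over the list alone, the calls were 28 in B10.A and 26 in A/J. As a set, the list rose in both by limma's camera test with a preset correlation between genes (adjusted p = 7.7e-29 in A/J and 1.0e-14 in B10.A, over 17 lists). Between the strains camera did not call it (adjusted p = 0.435), but did, as rising more in B10.A, without A/J uninfected replicate 3 (0.0197), A/J infected replicate 3 (0.00898) or B10.A infected replicate 3 (0.00916). Of the 7 lists that camera called in A/J, none was called by fry or with an estimated correlation. Of the 8 called in B10.A, 6 were also called by fry and none with an estimated correlation.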

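The paper picked the genes of these terms for their change in the A/J samples. Of those listed under inflammatory response, 26 of 36 tested were called in B10.A, with a median log2 fold change of 1.02 in A/J and 1.60 in B10.A. For positive regulation of cytokine production it was 24 of 31, with medians of 1.09 and 1.44, and for neutrophil chemotaxis 6 of 10, with 1.11 and 1.83. In positive regulation of the apoptotic process, 17 of 25 genes were called in B10.A, with medians of 0.89 in A/J and 1.21 in B10.A. None of these genes was called in A/J or in the interaction of strain and infection by edgeR's quasi-likelihood test. Of 7 chemokines that attract neutrophils, a list written without use of the values, all rose in both strains, with medians of 1.60 in A/J and 1.93 in B10.A. In B10.A 5 were called (6 adjusted over the list alone), and in A/J 0 (1 adjusted over the list alone). As a set it was not called between the strains by limma's camera test (adjusted p = 0.320). A list of 24 NF-κB target genes rose by medians of 0.92 in A/J and 1.59 in B10.A, where 20 of 23 tested genes were called (21 adjusted over the list alone), against 0 in A/J by either adjustment. The set rose more in B10.A by camera (adjusted p = 0.0300) but not by fry (adjusted p = 0.877). The median difference between the strains in the log2 CPM that camera takes was 0.37, and 0.00285 without A/J uninfected replicate 1, where the call was lost (adjusted p = 0.924). Camera also did not call it without A/J infected replicate 1 or 3 or B10.A uninfected replicate 2, uninfected replicate 3 or infected replicate 1 (adjusted p from 0.0648 to 0.196).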

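Under macrophage migration, 9 of 14 listed genes were called in B10.A, and the median log2 fold change was 0.84 in B10.A and 0.31 in A/J. Under antigen processing and presentation, 17 of 25 were called, with medians of 0.73 and 0.36. In both terms every gene rose in B10.A, which was fixed in advance, since the paper picked the genes for that rise. The choice also favours a larger change in B10.A. None of these genes was called in A/J or in the interaction by edgeR's quasi-likelihood test. Of 8 tested chemokines that attract monocytes, all rose in both strains, by medians of 0.34 in A/J and 1.01 in B10.A, and 3 were called in B10.A (5 adjusted over the list alone) and 0 in A/J by either adjustment. The set rose more in B10.A by limma's camera test (adjusted p = 0.0470) but not by fry (adjusted p = 0.633), and camera lost the call without A/J uninfected replicate 1, infected replicate 1 or infected replicate 3, or B10.A uninfected replicate 1, uninfected replicate 3, infected replicate 1 or infected replicate 2 (adjusted p from 0.0523 to 0.196).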

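The genes of the downregulated terms of Table S5, which the paper picked for their fall in B10.A, fell there by their medians. This choice also favours a larger change in B10.A than in A/J. For lipid catabolic process the median log2 fold change was -0.72 in B10.A, with 36 of 43 genes called, and -0.16 in A/J. It was -0.71 (29 of 44) and -0.17 for small molecule catabolic process, -0.67 (16 of 29) and -0.16 for lyase activity, and -0.71 (27 of 37) and -0.16 for coenzyme binding. Each median was further from 0 in B10.A in 12 of 12 downregulated terms, and no gene of the named terms was called in the interaction test of edgeR's quasi-likelihood fit.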

GO analysis performed for the downregulated genes of BMDCs from the susceptible strain revealed enrichment for categories related to catabolic processes, mainly involving lipid and small molecule metabolism, and lyase activity, as well as coenzyme binding, which are in agreement with the previously observed upregulation of genes involved in negative regulation of catalytic activity (Figure 2 and Table S5). We did not observe any significant enrichment (adjusted *p* < 0.01) of the immunological process among the repressed genes from the resistant strain BMDCs (Figure 2 and Table S6).

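The genes of the KEGG pathways in Tables S7 and S8 were looked up in the same way. For the 68 upregulated B10.A pathways with a complete gene list, the median over pathways of the median log2 fold change was 0.92 in B10.A and 0.48 in A/J. For the 47 pathways that Table S8 gives for A/J, it was 1.40 in B10.A and 1.01 in A/J, and the change was larger in B10.A for 40 of the 47. In the 4 downregulated pathways of Table S7 it was -0.64 in B10.A and -0.09 in A/J.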

In terms of Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis, a total of 69 upregulated pathways clustered in the susceptible strain and 47 in the resistant strain (Tables S7 and S8), with both strains similarly clustering upregulated genes in 14 pathways related to immune system processes, but differing only in their enrichment levels and genes counts (Figure 5).

Among the differences in gene modulation upon infection between the two strains, we noticed a positive regulation of apoptotic and the leukocyte apoptotic processes only in the resistant model (Figure 2). In contrast, the susceptible strain presented an upregulation of several signal transduction pathways, including pathways involved in DC maturation, adaptive immune response polarization, apoptosis, and autophagy such as the MAPK, HIF-1, and PI3K-Akt (Figure 5) [58,59,60,61].

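The 10 genes of Table S6 under leukocyte apoptotic process, which the paper picked for their change in A/J, had a median log2 fold change of 0.94 in A/J and 1.14 in B10.A. By edgeR's quasi-likelihood test 6 of them were called in B10.A and 0 in A/J, and none in the interaction of strain and infection.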

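The paper picked the genes listed for the MAPK, HIF-1 and PI3K-Akt pathways for their rise in B10.A. In B10.A, 40 of 46 genes listed for the MAPK pathway were called, 18 of 21 for HIF-1 and 27 of 39 for PI3K-Akt. That every one of them rose there was fixed in advance, and a larger change than in A/J was favoured. Their median log2 fold changes in B10.A and A/J were 0.95 and 0.42 for MAPK, 0.87 and 0.23 for HIF-1, and 0.80 and 0.30 for PI3K-Akt. In the interaction test 1 gene of the HIF-1 list, Edn1, was called by edgeR's quasi-likelihood test, and none of the MAPK or PI3K-Akt list. A list of 15 genes of hypoxia and glycolysis, written without use of the values, rose by medians of 0.17 in A/J and 0.28 in B10.A. In B10.A 6 were called (6 adjusted over the list alone) and in A/J 0 by either adjustment. The set rose more in B10.A than in A/J by camera (adjusted p = 0.000557) but not by fry (adjusted p = 0.0551), both from limma. Camera called its rise in A/J (adjusted p = 0.0342), but not without A/J uninfected replicate 2, uninfected replicate 3, infected replicate 2 or infected replicate 3 (adjusted p from 0.0776 to 0.197).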

Similarly to the GO terms, only BMDCs of B10.A strain displayed downregulation of KEGG pathways, most related to catabolism. 

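Of the 14 genes that Table S7 lists for PPAR signaling, which the paper picked for their fall in B10.A, all fell there. By edgeR's quasi-likelihood test 10 of them were called in B10.A. The median log2 fold change was -0.80 in B10.A and -0.16 in A/J, where 0 were called.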

The peroxisome proliferator-activated receptor (PPAR) signaling pathway, an essential modulator of the immune response, was also downregulated in this mouse model (Figure 5). 

### 3.3. Resistant and Susceptible Strains had Significant Differences in the Modulation of Genes Related to Antigen Presentation, Autophagy, and Lysosome Function

Comparing the transcriptomes of *P. brasiliensis*-infected resistant and susceptible BMDCs, we noticed some critical differences in the GO and KEGG pathway analysis between the two mouse strains. The modulation of genes involved in autophagy (GO:0006914), lysosome (GO:0005764), and antigen processing and presentation (GO:0019882) are highly interconnected and have critical elements repressed in the susceptible strain, as seen in Figure 6, indicating a decreased functionality of these pathways (Figure 2 and Figure 5). It is interesting to note that some genes from autophagy, lysosome, and antigen processing and presentation ontologies are similarly upregulated in both strains (Figure 6). However, different from the resistant mice, in which the downregulated genes did not reach the cutoff limit, the susceptible mice modulated key genes leading to a repression of those pathways; e.g., the upregulation of the transcription factor Hif1α (hypoxia-inducible factor 1α), and the repression of catabolic enzymes, related to different exocytosis and endocytosis processes, regulatory enzymes, and pH altering enzymes, such as SGSH (N-sulfoglucosamine sulfohydrolase), SMPD1 (sphingomyelin phosphodiesterase 1), ACP5 (acid phosphatase 5), PLA2G15 (lysosomal phospholipase A2 group XV), PIK3R2 (phosphoinositide-3-kinase regulatory subunit 2), and ATP6V0D2 (ATPase H+ transporting V0 subunit D2) (Figure 6 and Table S9).

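These processes were also read from lists written without use of the values. In a list of 45 core autophagy genes, the median log2 fold change was -0.01 in A/J and -0.11 in B10.A, where 2 genes rose and 4 fell by edgeR's quasi-likelihood test (6 adjusted over the list alone, and 0 in A/J). As a set, this list was not called in B10.A by limma's camera test (adjusted p = 0.132) and was called by fry (adjusted p = 0.0470). Its difference in response between the strains had a median of -0.05, with 0 genes called (3 adjusted over the list alone). Neither camera (adjusted p = 0.111) nor fry (adjusted p = 0.459) called this difference. Lysosomal hydrolases, 52 genes of which 51 were tested in B10.A, had a median log2 fold change of -0.31 there, and 10 of them were called as falling and 0 as rising (12 adjusted over the list alone). In A/J their median was -0.06, with 0 called by either adjustment. The set fell in B10.A by camera (adjusted p = 1.2e-07) and by fry (adjusted p = 0.0127), and was not called in A/J by camera (adjusted p = 0.120), although camera did call it there without A/J uninfected replicate 1, uninfected replicate 3 or infected replicate 3 (medians of -0.10, -0.11 and -0.13 in the log2 CPM that camera takes, against -0.05 with all libraries). Between the strains, the median difference was -0.25, called by camera (adjusted p = 0.000127) and not by fry (adjusted p = 0.724). The genes of the V-ATPase, 19 tested in A/J and 18 in B10.A, had a median of 0.04 in A/J and 0.05 in B10.A (-0.01 with upper-quartile normalization), with 0 called as rising and 1 as falling in B10.A (1 adjusted over the list alone, and 0 in A/J). A list of 7 genes of the NADPH oxidase and LC3-associated phagocytosis had a median of 0.01 in A/J and -0.01 in B10.A, with 1 called as rising in B10.A by either adjustment. As a set it was called as rising in B10.A by fry (adjusted p = 0.0127) and not by camera (adjusted p = 0.720).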

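Hif1a (ENSMUSG00000021109, chromosome 12 from 73901375 to 73947530) had 67.4 ± 7.18 CPM in uninfected and 119 ± 5.77 CPM in infected B10.A BMDCs (mean ± SD, n = 3), a log2 fold change of 0.80 (SE 0.10, adjusted p = 0.00310 from edgeR's quasi-likelihood test). In A/J it had 49.0 ± 10.9 and 55.9 ± 15.3 CPM, a log2 fold change of 0.19 (SE 0.23). Other annotated genes overlap 8.11% of its exon bases. Among the enzymes, Sgsh (ENSMUSG00000005043, chromosome 11 from 119343425 to 119355536) had a log2 fold change of -1.29 (SE 0.22, adjusted p = 0.00749), and 21.6% of its exon bases overlap Card14 on the other strand. Smpd1 changed by -0.59 (adjusted p = 0.0154), Pla2g15 by -0.78 (0.00462), Pik3r2 by -0.66 (0.0135) and Atp6v0d2 by -0.75 (0.00963) in B10.A by the same test. Without B10.A infected replicate 1, Smpd1 (adjusted p = 0.0657, with 0.00106 to 0.0657 over the alternatives) and Pik3r2 (0.0552, with 0.000477 to 0.0552) were not called. Acp5 was not called, with a log2 fold change of -0.50 (SE 0.16, adjusted p = 0.0622). It was called by the likelihood ratio test (adjusted p = 0.0294), by DESeq2 and without B10.A uninfected replicate 2 (adjusted p = 0.0403), and its adjusted p ranged from 0.0141 to 0.292 over the alternatives. In A/J these 6 genes had log2 fold changes from -0.34 to 0.12, each with an adjusted p of 1.0. The difference in response between the strains was not called for Hif1a (0.63, adjusted p = 0.446 by edgeR's quasi-likelihood test) or for any of the enzymes, whose adjusted p lay between 0.221 and 0.748.

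**Figure D3:**
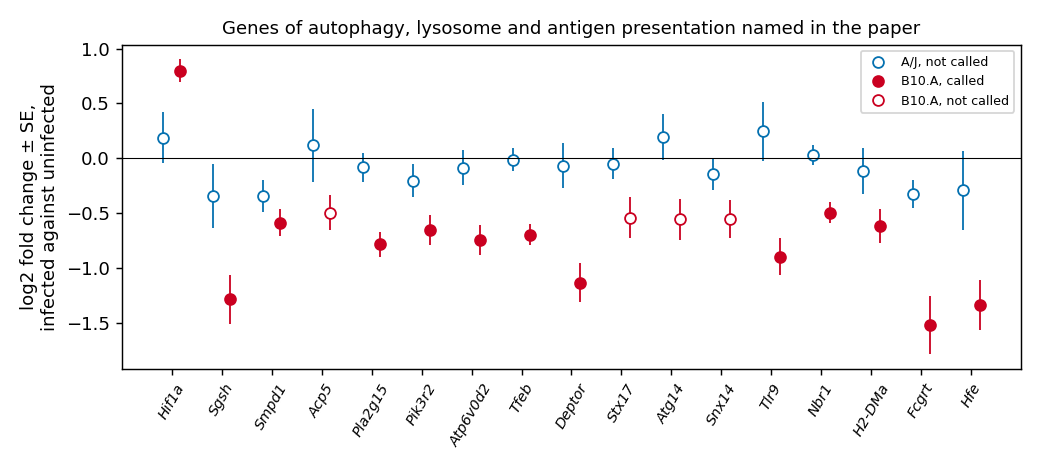
Log2 fold change (± SE) of infected against uninfected BMDCs of each strain for 17 genes of lysosome function, autophagy and antigen presentation, with filled markers for genes called by edgeR's quasi-likelihood test. Filled markers occur only in B10.A.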

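Tfeb (ENSMUSG00000023990, chromosome 17 from 47737030 to 47792419) went from 123 ± 9.93 to 77.0 ± 3.67 CPM in B10.A BMDCs, a log2 fold change of -0.70 (SE 0.09, adjusted p = 0.00334 from edgeR's quasi-likelihood test). In A/J it stayed at 99.1 ± 8.64 and 98.1 ± 7.18 CPM. The difference in response between the strains, -0.67, was not called (adjusted p = 0.157), but was by the likelihood ratio test and DESeq2, with adjusted p from 0.00635 to 0.391 over the alternatives. Fcgrt (-1.52, adjusted p = 0.00780), Hfe (-1.34, 0.00705), Tlr9 (-0.90, 0.0102) and Nbr1 (-0.50, 0.0113) also fell in B10.A. Nbr1 lies near the fold threshold and was not called without B10.A infected replicate 1 (adjusted p = 0.0525) or infected replicate 2 (log2 fold change -0.44), and its adjusted p ranged from 0.000760 to 0.0525 over the alternatives. Stx17 (-0.54, adjusted p = 0.0765), Atg14 (-0.56, 0.0702) and Snx14 (-0.56, 0.0586) were not called by edgeR's quasi-likelihood test. All 3 were called by the likelihood ratio test. Atg14 was also called without B10.A uninfected replicate 1 (adjusted p = 0.0301) and Snx14 without uninfected replicate 2 (adjusted p = 0.0398). Over the alternatives, the adjusted p ranged from 0.0420 to 0.191 for Stx17, from 0.0301 to 0.174 for Atg14 and from 0.0311 to 0.135 for Snx14, and 8.92% of the exon bases of Snx14 overlap another annotated gene. By edgeR's quasi-likelihood test none of these genes was called in A/J or in the interaction. DESeq2 called Fcgrt and Nbr1 in the interaction, where the adjusted p of Fcgrt was 0.244 (0.0496 to 0.4999 over the alternatives) and that of Nbr1 0.213 (0.0354 to 0.421) by edgeR's quasi-likelihood test.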

There was also downregulation of critical transcriptional factors, such as TFEB (transcription factor EB—master regulator of lysosomal biogenesis, autophagy, lysosomal exocytosis, lipid catabolism, energy metabolism, and immune response), proteins such as Deptor (DEP domain-containing mTOR-interacting protein—mTOR inhibitor), Stx17 (syntaxin 17—SNARE essential for fusion of cellular membranes), Atg14 (autophagy related 14—determines the autophagy-specific PI3-kinase complex PI3KC3-C1 localization), Snx14 (sorting nexin 14—intracellular trafficking and required for autophagosome clearance), and receptors, such as TLR9 (intracellular DNA recognition), H2-DMa (a subunit of a heterodimeric H2-DM chaperone molecule), Fcgrt (Fc fragment of IgG receptor and transporter), HFE (homeostatic iron regulator—membrane protein similar to MHC class I-type proteins and associates with beta2-microglobulin (beta2M)), and NBR1 (NBR1 autophagy cargo receptor) (Figure 6 and Table S9).

Considering processes related to antigen processing and presentation, one of the main DCs activities, most components of MHC (major histocompatibility complex) class I and MHC class II components were not significantly altered in the resistant mice (Figure 6C and Table S9). 

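Of 24 genes of MHC class I and its peptide loading, all tested in A/J, 22 rose, with a median log2 fold change of 0.21, and 0 were called by edgeR's quasi-likelihood test (0 adjusted over the list alone). In B10.A all 24 rose, with a median of 0.50, and 8 were called (8 adjusted over the list alone). As a set, the list rose in A/J (adjusted p = 2.9e-09) and in B10.A (adjusted p = 2.1e-06) by limma's camera test, and in neither by fry (adjusted p = 0.281 and 0.0533). Camera called a larger rise in B10.A (adjusted p = 0.00918, and 0.772 by fry), but not without A/J uninfected replicate 1, A/J infected replicate 1, B10.A uninfected replicate 2 or B10.A infected replicate 2 (adjusted p from 0.0752 to 0.233). For MHC class II, 11 genes were tested in A/J, with a median of 0.00 and 0 called, and 12 in B10.A, with a median of -0.06, 1 called as rising and 1 as falling (2 adjusted over the list alone). Many H2 genes are close paralogs whose reads the counting could have dropped or split.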

Notwithstanding, we observed an enrichment in GO terms related to antigen cross-presentation by those DCs, such as the “antigen processing and presentation of endogenous peptide antigen via MHC class I/via ER pathway, TAP-independent” (Figure 2), and “antigen processing and presentation of endogenous peptide antigen via MHC class Ib” (Table S6). In contrast, in BMDCS from the susceptible mice, there was enrichment in several components of GO terms and KEGG pathways related to antigen processing and presentation (Figure 2 and Figure 5), including the ones observed in the resistant strain, but also of other components of MHC class I, such as “MHC class I peptide loading complex” and “TAP binding” followed by downregulation of some MHC II components such as H2-DMa (MHC-IIb). This chaperone is critical for the release of class II HLA-associated invariant chain-derived peptides (CLIP) from the MHC II groove, freeing the peptide binding site, which might compromise MHC class II availability in the susceptible mouse [62] (Figure 6C and Table S9).

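H2-DMa (ENSMUSG00000037649, chromosome 17 from 34119541 to 34139101) had 309.8 ± 61.5 CPM in uninfected and 204 ± 28.1 CPM in infected B10.A BMDCs (mean ± SD, n = 3). The log2 fold change was -0.62 (SE 0.15, adjusted p = 0.0266 from edgeR's quasi-likelihood test). It was not called without B10.A uninfected replicate 3 (log2 fold change -0.44), infected replicate 1 (adjusted p = 0.104) or infected replicate 3 (adjusted p = 0.0736). The call was also lost with all 12 libraries in 1 fit and with the replicate number as a block. Over the alternatives, the adjusted p of H2-DMa ranged from 0.00197 to 0.104. In A/J it had 489 ± 89.6 and 450.0 ± 103 CPM, a log2 fold change of -0.12 (SE 0.21), and the difference in response was not called (-0.48, adjusted p = 0.588 by the same edgeR test). Brd2 overlaps 10.4% of its exon bases on the other strand. The 7 genes that Table S5 lists both under TAP binding and under the MHC class I peptide loading complex rose by medians of 0.77 in B10.A, with 4 called, and 0.54 in A/J, with 0 called. The paper picked these 7 genes for their rise in B10.A. The 4 genes that Table S6 lists for the MHC class Ib and TAP-independent terms had medians of 0.87 in A/J and 0.78 in B10.A, with 1 called in B10.A and 0 in A/J.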

### 3.4. PCM-Susceptible Mouse Strain Shows a Deficiency in Performing LC3-Associated Phagocytosis of P. brasiliensis

The susceptible strain transcriptional profile suggested a possible impairment of autophagy in the mouse model. Given the role of autophagy in the immune response against several microbes and our work regarding macrophages after the interaction with several fungal pathogens [40,63,64,65], including *P*. *brasiliensis* [66], experiments were performed to assess differences in LC3-associated phagocytosis (LAP) after *P. brasiliensis* infection between the two mouse strains. For this, we infected murine BMMs and BMDCs with the virulent strain Pb18, and after 12 h of interaction, we performed immunofluorescence experiments with antibodies to LC3, an autophagosome marker, which is also a marker for LAP [67] (Figure 7A). We observed a significant difference in LAP induction after *P. brasiliensis* infection between both macrophages and DCs derived from A/J and B10.A mouse strains (*p* < 0.0001). The percentage for LAP-positive cells decreased from 10.4% in resistant BMMs to 4.6% in susceptible BMMs, while the percentage of LAP-positive cells decreased from 14.1% in resistant BMDCs to 7.4% in susceptible BMDCs (Figure 7B). These differences suggest a possible link between the macrophages and dendritic cells’ ability to perform LC3-associated phagocytosis and susceptibility/resistance to *P. brasiliensis* infection.

## 4. Discussion

In several systemic mycoses, host resistance is associated with cellular immunity and proper activation of phagocytes, while susceptibility is associated with polarization towards type-2 immunity (Th2/Th9) and a marked impairment/depression of cellular-mediated immunity [15,68]. In the murine PCM model, the A/J (resistant) strain portrays an initial more controlled (mild) response to infection that evolves for activation of cellular immunity and phagocytes, resulting in a limited number of well-organized granulomatous lesions that evolve into self-healing, abundant neutrophil infiltration, and fungal destruction [15,20,26,68]. Meanwhile, B10.A (susceptible) shows greater activation of the innate immune response, leading to excessive NO secretion, which might lead to deletion and anergy of CD4^+^ cells, defective activation of cellular immunity, culminating in disseminated nonorganized inflammatory lesions containing high fungal loads [15,20,26,68,69]. Considering those differences, we decided to further investigate possible differences in the global transcriptional profile of BMDCs from both strains, focusing on their innate immune response against *P. brasiliensis* infection after 6 h of interaction.

We observed that BMDCs from the susceptible mouse presented a more intense and apparently disorganized gene modulation in response to infection in comparison to cells from the resistant mouse. Overall, the disparity in the numbers and terms of GO processes and KEGG pathways enriched upon infection in both groups agree with previous models of PCM resistance/susceptibility [15,69]. Although A/J and B10.A clustered genes in similar categories when using the immune system process GO database, the BMDCs in PCM-resistant mice (A/J) are probably mounting a more controlled and precise response, up-regulating monocyte’s and neutrophil’s recruitment, apoptotic process, cell killing, response to interferon-beta, and type I interferon and cytokine production. In comparison, PCM-susceptible mice (B10.A) induces an inadequate and disproportionate response by direct or indirectly downregulating several catabolic processes, essential for lysosomal function, and possibly to antigen presentation and the PPAR pathway, important in the modulation of inflammatory processes [70,71], while upregulating macrophage migration but not neutrophil or monocyte recruitment. 

Our transcriptomic results revealed that BMDCs from the resistant mice strain induce gene expression that, according to the literature, reinforces the idea of differential migration of neutrophils, while BMDCs from the susceptible mice strain induce macrophage migration during early interaction with *P. brasiliensis*. Neutrophils are seen in lesions of PCM patients and experimentally infected mice; and, when appropriately activated (IFN-γ, TNF-α, GM-CSF, and IL15), they are able to limit infection and fungal burden and are important sources of INF-γ and IL-17, especially at early stages of *P. brasiliensis* infection [72,73,74]. Neutrophil depletion at chronic PCM phases might attenuate lung fibrosis and inflammation. However, the absence of those cells at the initial acute phase of PCM exacerbates the inflammatory response indicating an important role of neutrophils in the early response to *P. brasiliensis* infection [75,76].

On the other hand, despite their role in resistance to *P. brasiliensis* infection, confirmed both in susceptible and resistant models of infection [77], macrophages can also be a relevant site of fungal replication and dissemination. Nonactivated alveolar macrophages, despite their ability to internalize yeasts both in vivo and in vitro, are frequently permissive to the multiplication of *P. brasiliensis,* while their activation by INFγ enhances their microbicidal activity [78]. In conclusion, both phagocytes play vital roles in the immune response against *P. brasiliensis*, albeit in different moments of the host–pathogen interaction. 

Another critical difference observed between BMDCs from susceptible and resistant mouse models of PCM relies on the modulation of genes related to antigen processing and presentation, a key function of DCs. Recognition, processing, and presentation of antigens by these cells determine adaptative response polarization and ultimately define the outcomes of host–pathogen interaction [7]. The differences in antigen processing and presentation in APCs is dependent, among other factors, on the rate of lysosomal proteolysis and the proper selection of epitopes [79]. Most genes of MHC class I and MHC class II components were not significantly modulated in the resistant mice. In contrast, BMDCs from the susceptible mouse had a broader enrichment in several GO term and KEGG pathway components related to antigen processing and presentation, especially in the MHC class I components; this seems to be in agreement with a disproportional early inflammatory profile of the susceptible mouse. 

BMDCs from the susceptible strain also displayed enrichment of GO and KEGG categories related to the repression of different lysosomal pathway elements. This catabolic repression in the susceptible strain might impact several processes related to fungal destruction and development of protective adaptive immune response, such as phagosomal activity, reactive oxygen species production, antigen presentation, and autophagy [62]. Taken together, these features indicate that fungal cells might remain longer inside DCs, avoiding effector functions of the immune system in the susceptible mice. In agreement with this hypothesis, Ferreira et al. (2007) had previously described that DCs from PCM-susceptible mice had not only a higher phagocytic index but also higher fungal viability after the interaction with *P. brasiliensis* than cells from the PCM-resistant mouse model [8].

Another transcriptional difference between BMDCs from both mouse models was the regulation of autophagy, a process closely related to several components of immunity to infection, including microbial killing, antigen presentation, and inflammation [80]. In the last two decades, several groups have described how autophagy can participate in innate and adaptative responses to different microbes. Furthermore, some pathogens developed ways to manipulate host autophagy for their benefit. LC3-associated phagocytosis (LAP) is a noncanonical form of autophagy, triggered by the engagement of surface recognition receptors, and a link between phagocytosis and the autophagy machinery. This process impacts immune activation and inflammatory response, and it is believed to be a safe pathway to control the lysosomal degradation of microbial pathogens [81,82,83]. Despite the lack of a double membrane autophagosome, LAP shares several of the canonical autophagy components, including Beclin1, various Atg proteins, the PI3K complex, and the soluble LC3-I conversion into the membrane-bound LC3-II [81]. So far, LAP has been shown to play a role in the antifungal immunity to several fungal pathogens, including *Aspergillus fumigatus*, *Candida* spp., *Cryptococcus neoformans*, and *Histoplasma capsulatum* [40,63,64,65]; our group has also been involved in the characterization of this process in the interaction of *P. brasiliensis* and macrophages in the last few years [66].

In DCs, antigen processing via autophagy modulates T cell immunity by promoting both endogenous and exogenous antigen presentation. This process is believed to be the primary intracellular pathway involved in the non-conventional endogenous antigenic peptide presentation in MHC class II, making it important in DCs for both self and foreign antigens presentation [62,84]. Autophagy also contributes to the DCs regulation of cytokine production and cell death. Both autophagy proteins and NADPH oxidase 2 (NOX2) are required for LC3-associated phagocytosis (LAP), stabilize the phagosome, and are crucial for the efficiency of MHC class II presentation of extracellular antigens [84]. We observed the repression of several key autophagy genes in susceptible mice, and this autophagic function repression was confirmed by the reduced percentage of LC3-II recruitment in the phagosomes of B10.A DCs and macrophages infected with *P. brasiliensis* in comparison to those from A/J mice.

Among the differences in the autophagy/LAP regulation, there was a significant downregulation of Deptor transcript and the upregulation of Hif1α transcript after infection in BMDCs from the susceptible strain. 

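Deptor (ENSMUSG00000022419, chromosome 15 from 55112317 to 55259271) had 12.1 ± 0.310 CPM in uninfected and 5.60 ± 1.06 CPM in infected B10.A BMDCs (mean ± SD, n = 3), a log2 fold change of -1.13 (SE 0.18, adjusted p = 0.00540 from edgeR's quasi-likelihood test). In A/J the values were 8.07 ± 1.90 and 7.72 ± 0.785 CPM, a log2 fold change of -0.07 (SE 0.20). The difference between the strains in the response of Deptor was -1.05 on the log2 scale and was not called (adjusted p = 0.217 by the same edgeR test). A gene on the other strand overlaps 3.41% of its exon bases.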

Deptor is an inhibitor of mTORC activity and, consequently, an activator of autophagy. In multiple human myeloma cells, the knockdown of Deptor was shown to trigger apoptosis and suppress autophagy [85]. The transcription factor Hif1α is a major regulator of innate immunity against pathogens and macrophage INF-γ-dependent control of infection [86,87]. In the interaction of macrophages with *H. capsulatum*, Hif1α was shown to limit fungal intracellular survival by reducing the recruitment of LC3-II to the fungal phagosome. In this case, *H. capsulatum* exploits host autophagy to survive [87,88]. Contrastingly, results from a parallel project from our group suggest that, in the interaction of different macrophages with *P. brasiliensis*, LAP is detrimental for the fungus, reinforcing this process’s potential role in macrophage ability to deal with this pathogen. In addition to its role in autophagy, Hif1α upregulates inducible nitric oxide synthase (iNOS). 

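Nos2 (ENSMUSG00000020826, chromosome 11 from 78920787 to 78960254) had 1.5 ± 1.41 CPM in uninfected and 5.71 ± 1.30 CPM in infected A/J BMDCs (mean ± SD, n = 3), and 1.09 ± 0.359 and 10.2 ± 2.22 CPM in those of B10.A. The log2 fold change was 3.21 in B10.A (SE 0.29, adjusted p = 0.00149 from edgeR's quasi-likelihood test) and 1.87 in A/J (SE 0.57, adjusted p = 1.0), and in both strains 3 of 3 infected libraries lay above every uninfected one. Without A/J uninfected replicate 1 the A/J change was 2.97 (adjusted p = 0.109, and 1.0 at most over the alternatives). The difference in response, B10.A minus A/J, was 1.36 (SE 0.69, adjusted p = 0.524 by the interaction test in edgeR). Over its alternatives it ranged from 0.25 to 1.70, with adjusted p from 0.344 to 0.937.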

In our experiments, BMDCs from both mouse models upregulated the NOS2 gene (nitric oxide synthase 2, inducible); however, the upregulation in the susceptible mouse was significantly higher, and excessive NO production by the susceptible mouse was suggested to have a suppressive effect on T lymphocytes activation [69]. Our results suggest that the upregulation of Hif1α might be involved in the lower recruitment of LC3-II to the phagosome observed in the immunofluorescence assays and also in the increased accumulation of the iNOS transcript observed in BMDCs from the susceptible mouse.

In conclusion, our results corroborate the previously proposed intense activation of the inflammatory response in the susceptible PCM mouse model after infection with *P. brasiliensis*. In addition, we propose that suppression of highly interconnected processes, such as repression of lysosomal acidification, catalytic activity, and autophagy function, might negatively impact antigen processing and presentation by BMDCs from the susceptible mice leading to ineffective activation of the adaptive immune response and susceptibility to this fungal infection (Figure 8). What makes a host susceptible or resistant to infection is a crucial question for most infectious diseases, and many factors have been implicated in disease development, such as sex, nutritional status, smoking habits, pollution, and genetics [89]. Our work reinforces the significance of host genetic background in susceptibility to fungal infections. These findings might help in development of strategies to prevent or treat PCM, such as the use of DC biomarker detection to predict people with higher risks of developing the disease, information with significant prognostic impact. Therefore, further in-depth exploration and assessment of these processes, e.g., in vivo, with other cells or different time points of interaction, should help deepen the comprehension of the molecular mechanisms behind susceptibility/resistance not only for this neglected fungal infection but also for other infectious diseases.

## Figures and Tables

**Figure 1:**
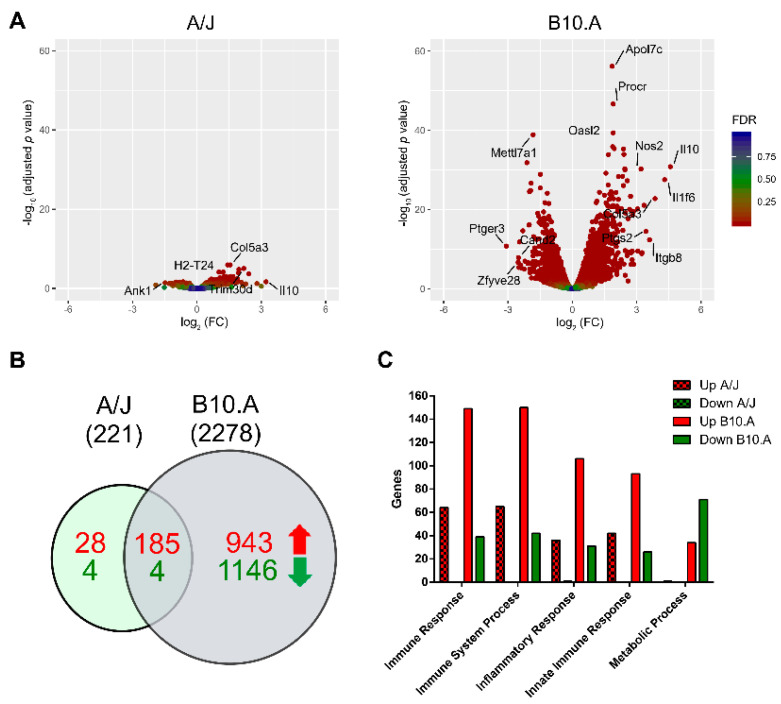
Differential gene expression of bone marrow-derived dendritic cells (BMDCs) from paracoccidioidomycosis (PCM)-resistant and -susceptible strains upon *P. brasiliensis* infection. (**A**) Volcano plot showing gene expression changes comparing *P. brasiliensis*-infected BMDCs derived from the resistant A/J (left) and the susceptible B10.A (right) mouse strains vs. control (noninfected) samples. The *y*-axis represents the -log_10_ values of the adjusted *p*-value, and the *x*-axis represents the log_2_ values of the fold change observed for each transcript. The top differentially expressed genes (DEGs: adjusted *p*-value < 0.05 and fold change ≥ ± 1.4) are indicated. (**B**) Venn diagram of positively (red) and negatively (green) regulated genes of A/J and B10.A mice strains. (**C**) Number of DEGs correlated to different Gene Ontology (GO) terms in A/J and B10.A mouse strains infected with *P. brasiliensis*.

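Of the genes labelled in the volcano plots, Procr had the smallest adjusted p of all genes in B10.A (log2 fold change 1.91, adjusted p = 0.000606 by edgeR's quasi-likelihood test). Ptgs2 (3.10, 0.00513), Oasl2 (1.97, 0.00351), Apol7c (1.86, 0.00890) and Trim30d (1.60, 0.00267) were also called there. H2-T24 (0.97, adjusted p = 0.154) and Zfyve28 (-2.48, 0.0680) were not called in B10.A by that test, and Ank1 was below the count filter. Zfyve28 was called by the likelihood ratio test and DESeq2, with adjusted p from 0.00896 to 0.199 over the alternatives. In A/J the log2 fold changes were 2.18 for Trim30d, 1.75 for Oasl2, 1.47 for H2-T24, 1.20 for Ptgs2, 0.96 for Procr and -1.50 for Ank1, each with an adjusted p of 1.0, and Apol7c was below the count filter. H2-T24, Trim30d, Apol7c and Oasl2 belong to families of close paralogs, and reads shared between relatives make their counts uncertain.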

**Figure 2:**
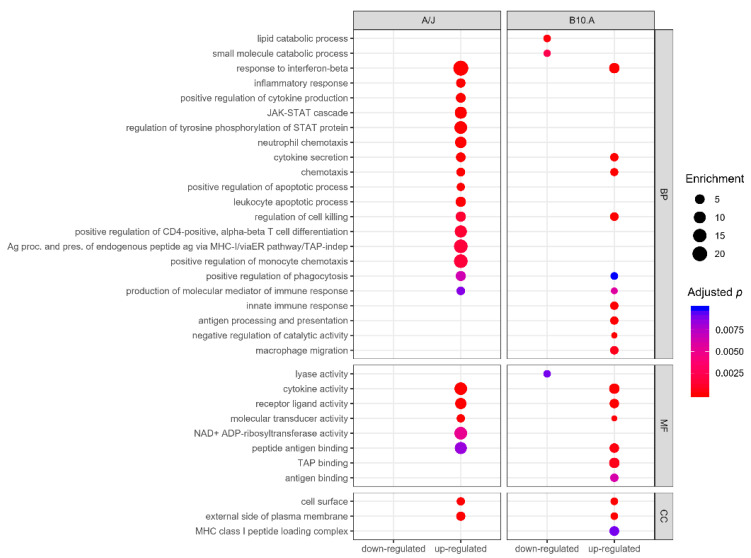
Gene ontology enrichment of differentially expressed genes in BMDCs after *P. brasiliensis* infection. Enriched ontological categories (adjusted *p*-value < 0.01) associated with up- or downregulated DEG in BMDCs derived from the resistant A/J (**left**) and the susceptible B10.A (**right**) mice strains. Dot size represents the enrichment (gene modulated ratio/gene background ratio) for each GO term. BP: biological process, MF: molecular function, CC: cellular component.

**Figure 3:**
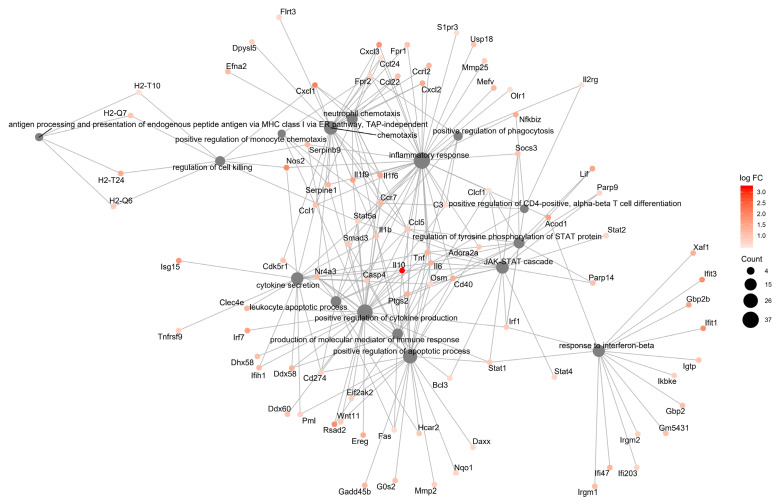
Functional interaction networks related to biological process Gene Ontology terms enriched by genes upregulated in response to *P. brasiliensis* infection in BMDCs from the resistant mouse strain, A/J. ClusterProfiler was used to generate the functional interaction networks formed by upregulated genes related to the GO Biological Process terms. Dot size represents the number of genes in each GO term.

**Figure 4:**
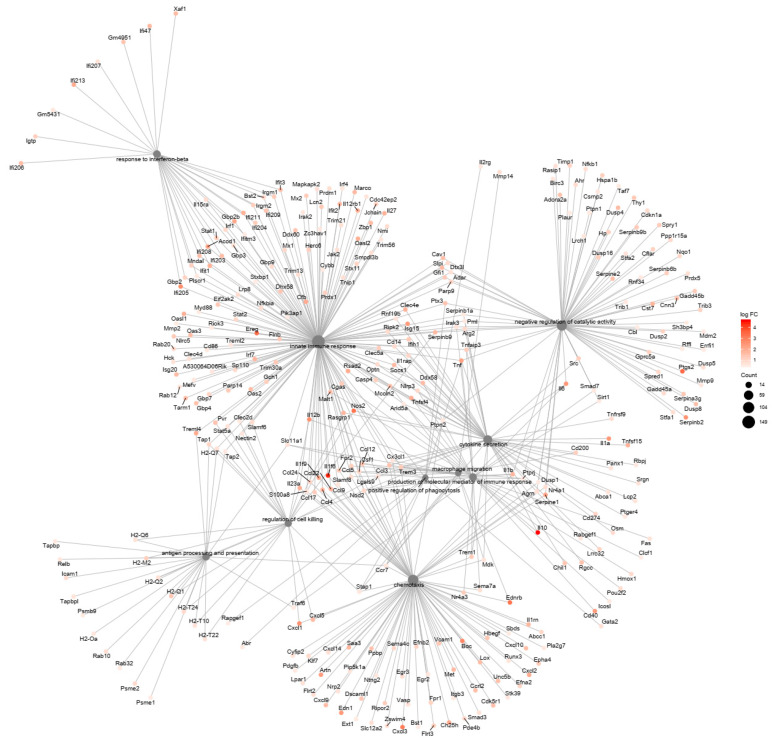
Functional interaction networks related to biological process Gene Ontology terms enriched by genes upregulated in response to *P. brasiliensis* infection in BMDCs from the susceptible mouse strain, B10.A. ClusterProfiler was used to generate the functional interaction networks formed by upregulated genes related to the GO Biological Process terms. Dot size represents the number of genes in each GO term.

**Figure 5:**
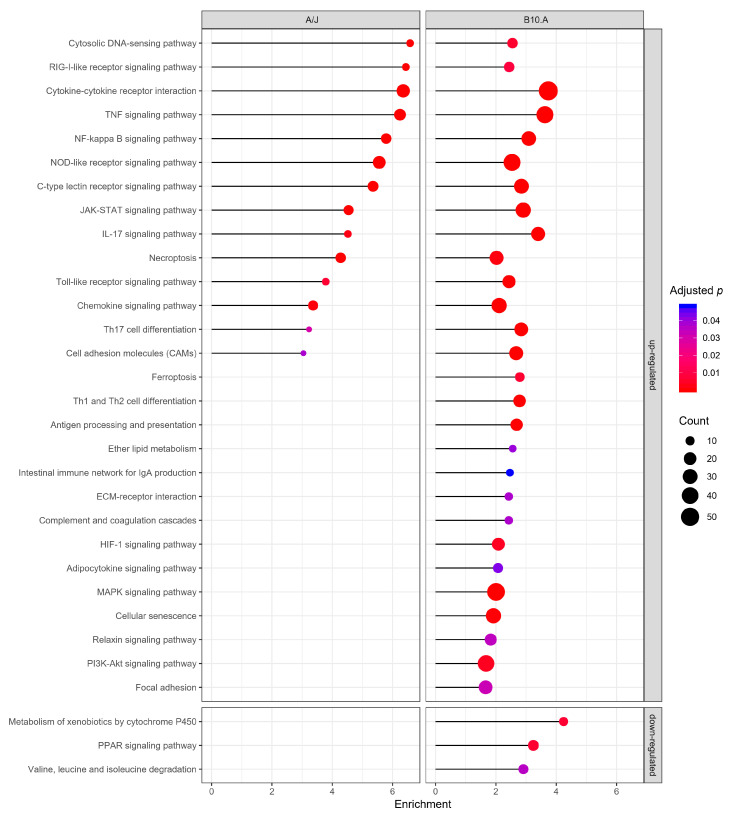
Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment of differentially expressed genes in BMDCs derived from resistant (A/J) and susceptible (B10.A) mouse strains in response to *P. brasiliensis* infection. Enriched pathways (adjusted *p*-value < 0.05) associated with upregulated or downregulated DEG for the two murine strains. The *x*-axis represents the enrichment in each pathway. Dot size represents the number of genes in each pathway.

**Figure 6:**
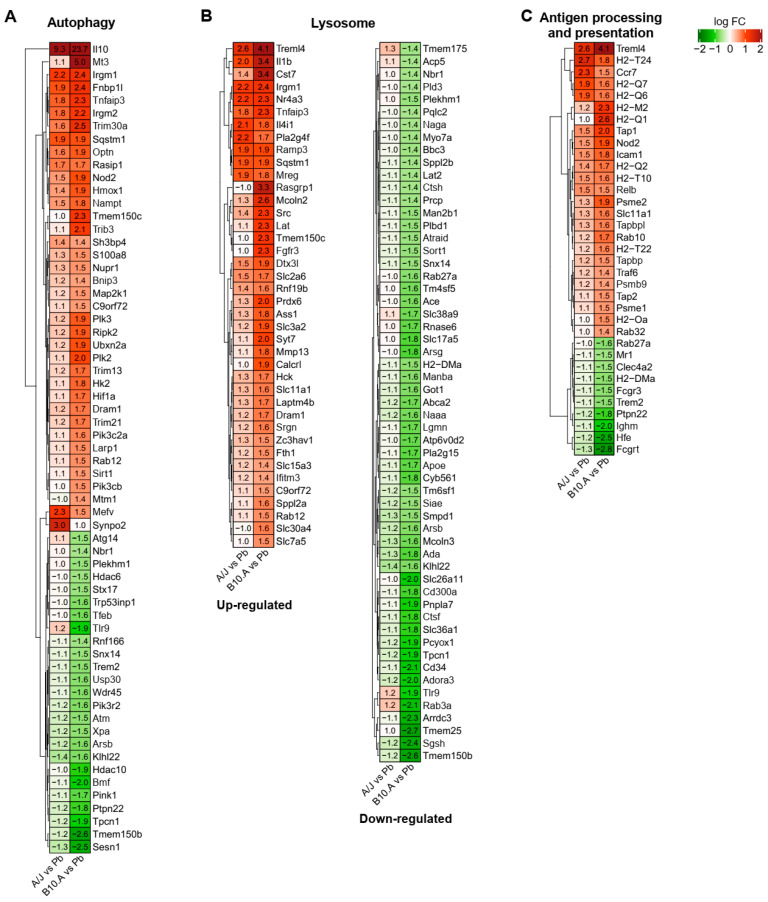
Heat map of differently expressed antigen presentation, autophagy and lysosome function genes (Gene Ontology terms) between BMDCs from resistant (A/J) and susceptible (B10.A) mouse strains upon infection with *P. brasiliensis*. (**A**–**C**) The values in heatmaps represent the fold change for each gene. DEGs: adjusted *p*-value < 0.05, and fold change ≥ ± 1.4.

**Figure 7:**
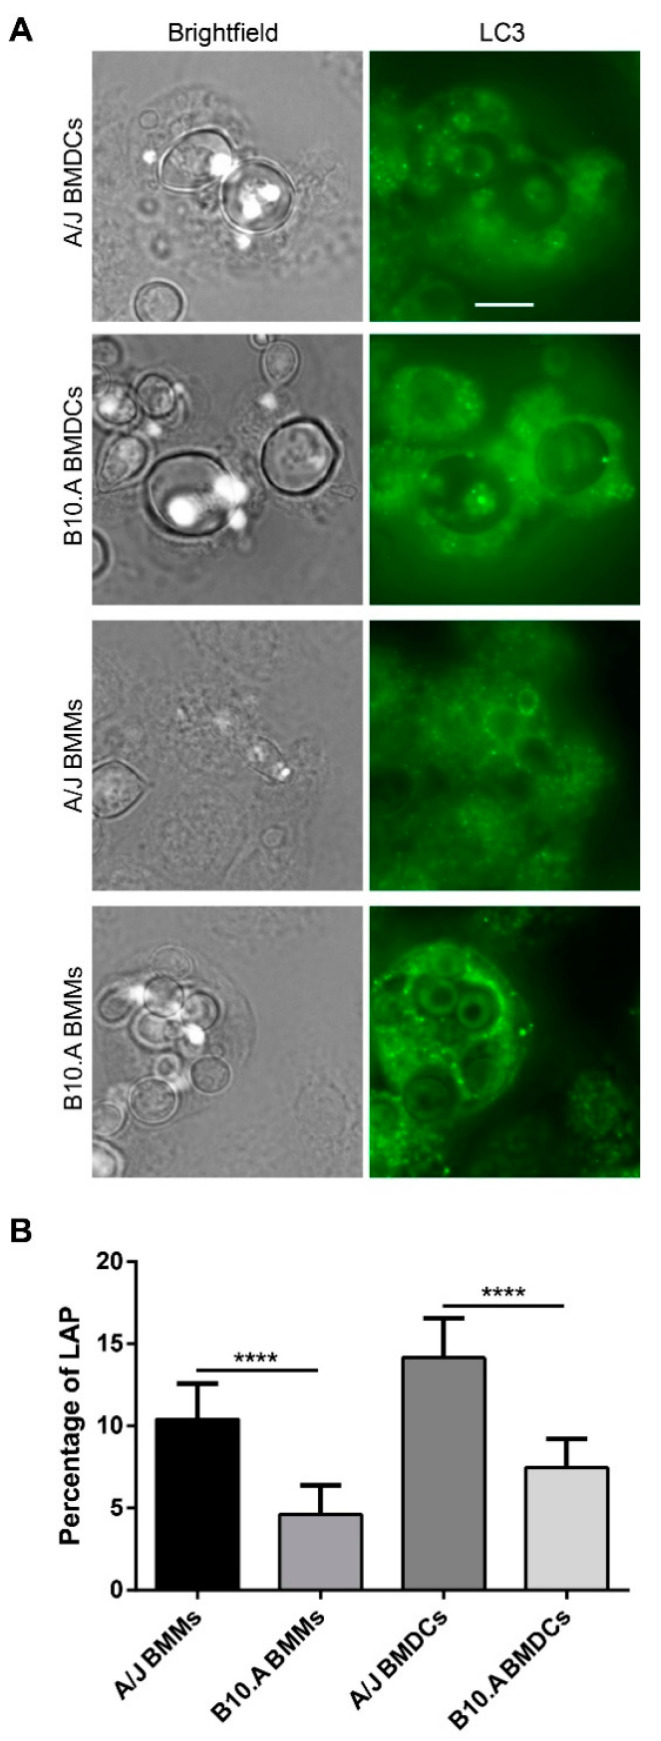
Light chain 3 (LC3)-associated phagocytosis of bone marrow-derived macrophages (BMMs) and BMDCs from A/J and B10.A mice upon *P*. *brasiliensis* infection. BMMs and BMDCs were cocultured with *P. brasiliensis* at a multiplicity of infection (MOI) 1:1 for 12 h and treated with anti-LC3 fluorescent antibody. (**A**) The localization of LC3-associated phagocytosis (LAP) was assessed by fluorescence microscopy. The fluorescence images were processed by deconvolution using a constrained iterative algorithm. The arrows point to cells that are surrounded by the autophagosome marker LC3. Scale bar: 10 µm. (**B**) The percentage of LC3-associated phagocytosis (LAP) was measured by the number of phagocytosed fungal cells positive for LC3 divided by the total number of phagocytosed fungal cells. Data are presented as mean ± 95% C.I. (*n* = 3 independent experiments, **** *p* < 0.0001 using Fisher’s exact test).

**Figure 8:**
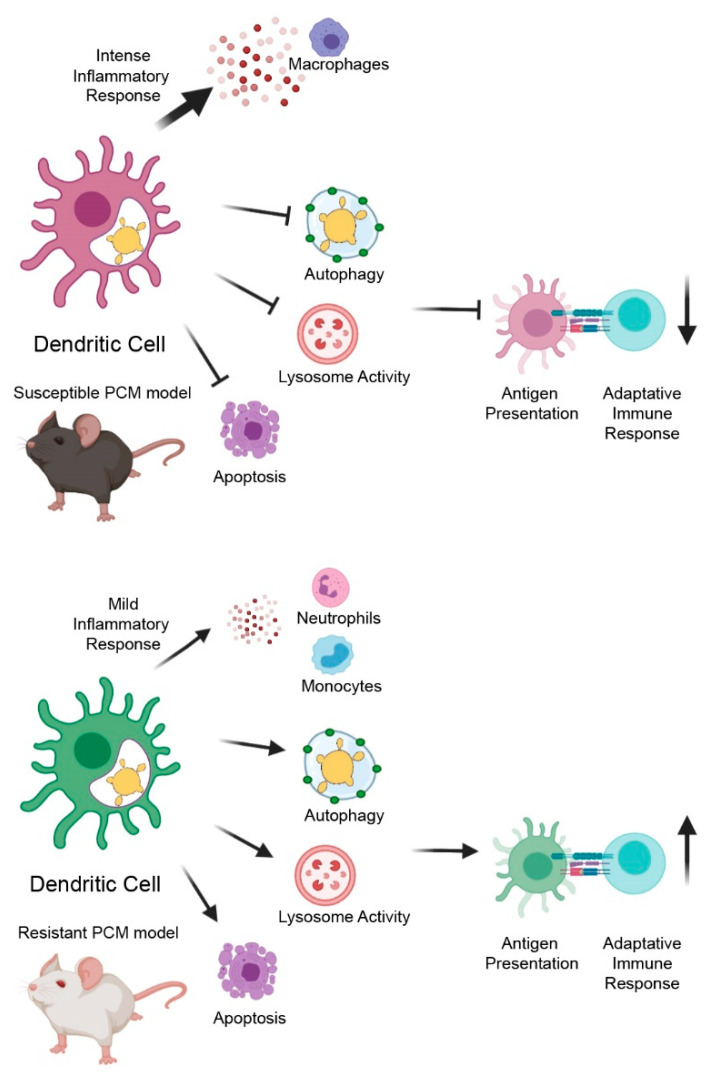
Schematic model of major transcriptional differences of BMDCs from resistant (A/J) and susceptible (B10.A) mouse strains upon infection with *P. brasiliensis*. BMDCs from the susceptible strain displayed a more intense activation of inflammatory response followed by the downregulation of autophagy, lysosome activity, and apoptosis, all processes involved in antigen processing and presentation and the activation of adaptive immune response. In contrast, BMDCs from the resistant mouse induce a mild inflammatory response with preserved functionality of autophagy, lysosome activation, and apoptosis, which might lead to more efficient antigen processing and presentation and proper activation of adaptative immune response.

## Supplementary Materials

The following are available online at https://www.mdpi.com/2309-608X/6/4/311/s1, Figure S1. LAP in BMMs infected with *C. neoformans* and *C. albicans*, Figure S2: Transcripts levels detected by RNA-seq compared to RT-qPCR assay, Figure S3: Cytokines and chemokine profile from *P. brasiliensis*-infected dendritic cells, Table S1: Primer’s sequences used in RT-qPCR experiments, Table S2: General results from high-throughput sequencing, filtering, and mapping steps, Table S3: General results from differential expression analysis by the edgeR software package in resistant (A/J) bone marrow-derived macrophages and dendritic cells (BMDCs) upon infection with *P. brasiliensis*, Table S4: General results from differential expression analysis by the edgeR software package in B10.A BMDCs upon infection with *P. brasiliensis*, Table S5: Enriched Gene Ontology (GO) terms in B10.A BMDCs upon infection with *P. brasiliensis*, Table S6: Enriched GO terms in A/J BMDCs upon infection with *P. brasiliensis*, Table S7: Enriched Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways in B10.A BMDCs upon infection with *P. brasiliensis*, Table S8: Enriched KEGG pathways in A/J BMDCs upon infection with *P. brasiliensis*. Table S9: Comparison of the modulation of selected fungal immune-related genes in *P. brasiliensis*-infected dendritic cells from A/J and B10.A mice strains.

# Supplementary material for: Transcriptional Remodeling Patterns in Murine Dendritic Cells Infected with Paracoccidioides brasiliensis: More Is Not Necessarily Better
**Source:** J Fungi (Basel). 2020 Nov 24;6(4):311. doi: 10.3390/jof6040311
**Supplement:** Supplementary file 1

**Supplemental figures**

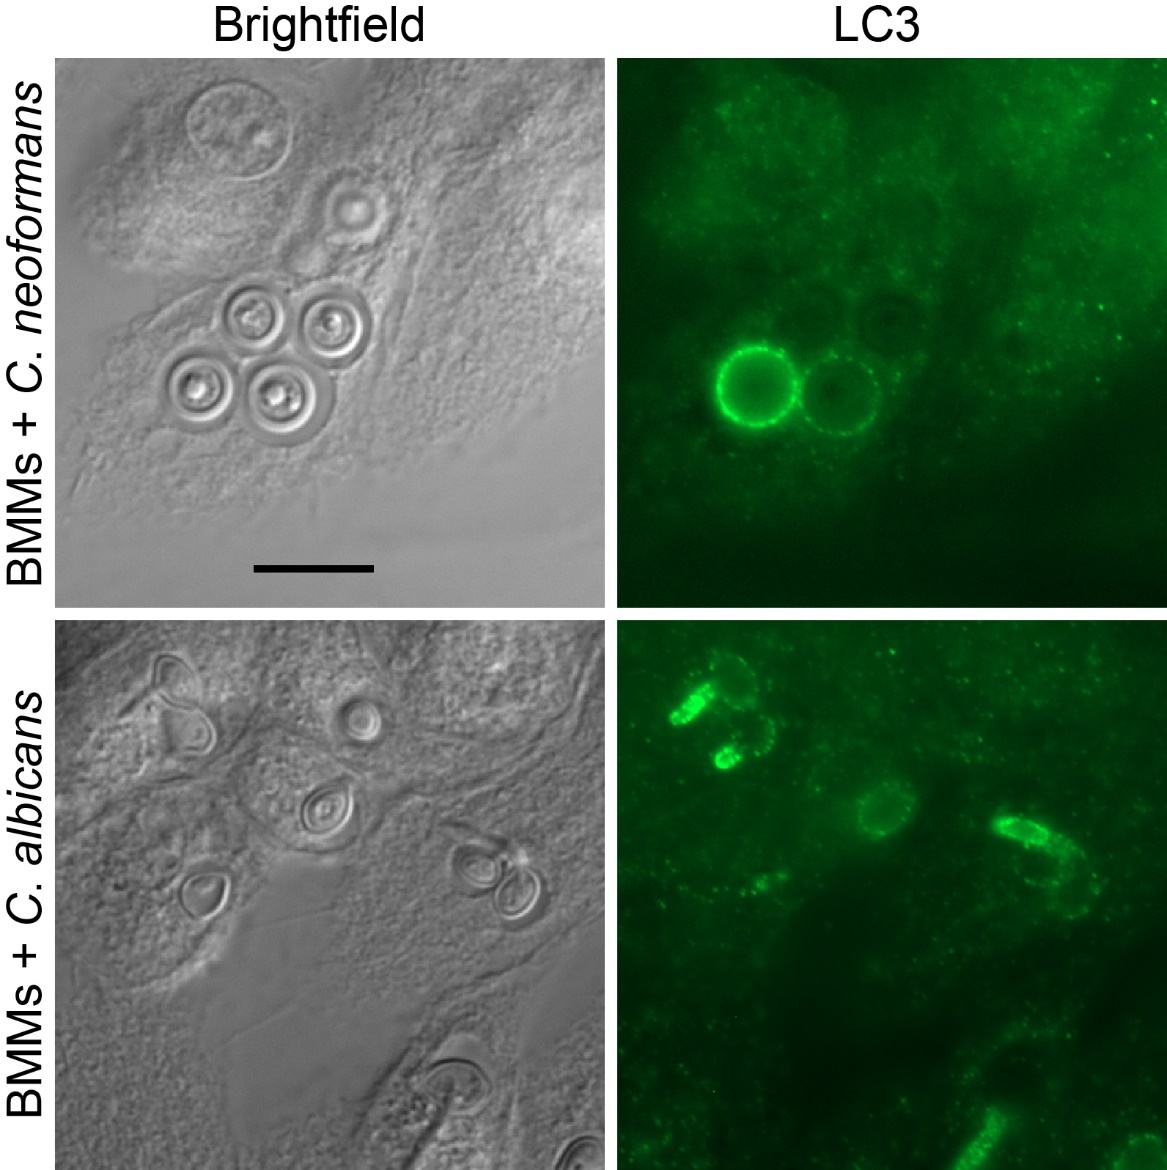

**Figure S1.** LAP in BMMs infected with *C. neoformans* and *C. albicans*. As positive controls for experiments shown in Figure 7, we performed a similar experiment with two fungi that had been previously detected as targets for macrophage LAP. The experiments were made with BMMs from the BALB/c mouse strain, which were co-incubated with fungi for 12 h. *C. neoformans* cells had been previously opsonized with the monoclonal IgG1 18B7.

**Figure S2.** **Transcripts levels detected by RNA-seq compared to RT-qPCR assay.** Murine bone-marrow derived DCs from A/J and B10.A mouse strains were infected by *P. brasiliensis* for 6 h and the same total RNA used in the RNA-seq was employed in RT-qPCR assays. The primers sequences are described in Table S1 and all assay conditions are as described in the Materials and Methods section**.** The analyzed genes encode cytokines (IL1β, IL6, IL10 and TNF-α), chemokines (CCL22 and CXCL10), the transcription factor NF-κB1 (p105) and the adapter molecule MyD88.

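In the sequenced libraries, Ccl22 rose in B10.A by a log2 fold change of 1.78 (adjusted p = 0.00140 from edgeR's quasi-likelihood test), Cxcl10 by 1.69 (0.0173), Il1b by 1.72 (0.0224), Nfkb1 by 0.80 (0.00748) and Myd88 by 0.53 (0.0230). The A/J changes were 1.01 for Ccl22, 1.06 for Cxcl10, 0.89 for Il1b, 0.44 for Nfkb1 and 0.20 for Myd88, each with an adjusted p of 1.0. Without A/J uninfected replicate 1, Cxcl10 was called in A/J (log2 fold change 2.40, adjusted p = 0.0464, against 0.0464 to 1.0 over the alternatives). In B10.A, Il1b lost its call without uninfected replicate 2 (adjusted p = 0.0675) or infected replicate 1 (adjusted p = 0.0822). Cxcl10 lost its call without uninfected replicate 2 or 3 (adjusted p = 0.0502 and 0.0524) or infected replicate 1 or 2 (0.0647 and 0.0556). Myd88, whose exons overlap Acaa1a on the other strand over 11.3% of their bases, lost its call without the same 4 B10.A libraries (adjusted p = 0.0666, 0.0600, 0.0876 and 0.0767). Over the alternatives, the adjusted p in B10.A ranged from 0.000110 to 0.0822 for Il1b, 5.7e-05 to 0.0647 for Cxcl10 and 0.00332 to 0.0876 for Myd88. None of the 5 genes was called in the interaction by edgeR's quasi-likelihood test (adjusted p from 0.589 to 0.840). Il12a, with mean CPM of 0.302 and 0.826 in uninfected and infected A/J and 0.157 and 0.911 in B10.A, was below the count filter in both. The RT-qPCR values are not used here.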

**Figure S3. Cytokines and chemokine profile from *P*. *brasiliensis*-infected Dendritic cells.** The supernatants of bone-marrow derived DCs from A/J and B10.A mouse strains after 6 h of infection with *P. brasiliensis* were quantified by ELISA assay, as described in the Materials and Methods section**.**

# Supplementary material for: Transcriptional Remodeling Patterns in Murine Dendritic Cells Infected with Paracoccidioides brasiliensis: More Is Not Necessarily Better
**Source:** J Fungi (Basel). 2020 Nov 24;6(4):311. doi: 10.3390/jof6040311
**Supplement:** Supplementary file 1

**Table S9. Comparison of the modulation of selected fungal immune-related genes in *P. brasiliensis* infected dendritic cells from A/J and B10.A mice strains.** The genes presented are based in the KEGG database and other sources.

- Genes in bold lettering had their transcript levels significantly modulated (FC ≥ ± 1.4 and adjusted *p*-value < 0.05 as described in Materials and Methods). Positive and negative values represent genes with expression induced and repressed, respectively.

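Table S9 holds 156 genes with a fold change in each strain. Of these, 151 were tested in A/J and 155 in B10.A, and the sign of the log2 fold change was the table's for 150 and 155 of them. The median absolute difference from the table's log2 values was 0.02 in both strains, and the largest was 1.08 in A/J (Il23a) and 0.43 in B10.A (Cxcl1). By edgeR's quasi-likelihood test 117 of the genes were called in B10.A and 0 in A/J. The paper marks 152 genes of the table as changed in B10.A and 43 in A/J, and all 117 called in B10.A are among its 152.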

How the deposited data were processed for this re-analysis (not part of the article)

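Murine BMDCs of the resistant A/J and the susceptible B10.A strain, infected with P. brasiliensis for 6 h or left uninfected, were sequenced in 3 libraries for each strain and infection state. The authors trimmed and filtered the reads, mapped them to mm10 with TopHat2 and counted them per Ensembl gene with HTSeq-count. The deposited values are raw counts, 1 column per library, without normalization. Summary lines of HTSeq-count were left out of the library totals. The median total was 9767458 counts on genes, and reads falling outside genes made up 1.83% to 2.83% of each library. The release of the gene annotation and the strand setting used for counting are not stated. Symbols and positions were taken from GENCODE for GRCm38, the same build as mm10, and the share of each named gene's exon bases that overlaps another gene was computed from it.

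Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with a CPM of at least 1 in at least 2 libraries were kept, library sizes were scaled by TMM, and each strain was fitted on its own 6 libraries. That the paper also fitted the strains apart is inferred from its Tables S3 and S4, which hold different numbers of genes. Infected and uninfected BMDCs were compared with edgeR's quasi-likelihood test. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.4 in either direction. The paper's methods name the likelihood ratio test of edgeR, which was run as an alternative. For the interaction of strain and infection, for the contrast between uninfected cells of the 2 strains and for that between infected cells, all 12 libraries were fitted together in 4 groups. The interaction was called on the adjusted p alone. Values in CPM are scaled by TMM library sizes where they are given as group means with their SD. With 3 libraries against 3, an exact permutation test of a single gene cannot go below p = 0.1, so the tests rest on the spread shared across genes.

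Lists of genes were written from general knowledge, without use of the values. They cover core autophagy, lysosomal hydrolases, V-ATPase, NADPH oxidase and LC3-associated phagocytosis, MHC class I, MHC class II, interferon-stimulated genes, NF-κB targets, neutrophil attractants, monocyte attractants, hypoxia and glycolysis, proliferation, Y-linked genes, and transcripts of dendritic cells, macrophages, neutrophils and mast cells or basophils. The 17 lists with at least 3 tested genes were tested with camera at a correlation of 0.01 between genes, with fry and camera with an estimated correlation beside it, in limma 3.58.1, with Benjamini-Hochberg adjustment over the lists. List medians are of edgeR's log2 fold changes, and those under an alternative of differences in mean log2 CPM, which camera takes. The GO and KEGG enrichment of the paper was not repeated. Instead, the genes its Tables S5 to S8 list for each term were looked up in both strains, for terms with a complete gene list. Of Tables S3 and S4 only the leading part was read (1997 of 11772 and 1998 of 11420 entries). The part of Table S3 held all 221 genes that the paper calls in A/J. How many of these a setting dropped was counted, without a test of overlap. For B10.A no such count was made.

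The named genes are those whose transcripts the paper names as measured, those labelled in Fig. 1A, and for each strain the 5 called genes with the largest rise and the 5 with the largest fall among those without overlap between infected and uninfected libraries. To these come the 5 genes with the smallest p in the interaction and in the contrast of uninfected cells, and members of a reported list. Other genes of Table S9 enter as counts. The paper's values for its own genes had been seen when the rule was written. This rule, the tests and thresholds, and the alternatives were set before the data were examined, apart from the alternatives named as chosen later.

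The alternatives were the likelihood ratio test, DESeq2 1.42.0, limma-voom, RLE and upper-quartile normalization, no count filter, a CPM of at least 1 in at least 3 libraries, the replicate number as a block, counts thinned to the smallest library total, no fold threshold, a fold change of at least 2, glmTreat, all 12 libraries in 1 fit, the dispersions of the other strain, and each library left out in turn. Factors estimated from the residuals, surrogate variables from sva 3.50.0, the likelihood ratio test with each library left out and the shared genes under the dispersions of another strain were added after the values were seen. The procedure was tested on simulated data with 200 genes changed by folds of at least 2, some of which the count filter removed. The simulated noise was drawn for each gene on its own, so it held no variation shared across genes. In the fit of all 12 libraries, the quasi-likelihood test found 118 of 199 simulated interactions (59.3%, 2 false calls) and 165 of 199 differences between uninfected strains (82.9%, 5 false calls). Depth was checked by thinning, and the sex of the animals by Y-linked transcripts. The cytokine, RT-qPCR and microscopy data of the paper are not analysed here.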

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

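The tests of sequencing depth, of a wrong label, of alignment to the reference genome, of the mix of cells and of groupings without the effects of strain and infection, and the counts at an unadjusted p in other splits, were chosen only after the results were seen. Those of the H2 region and of calls in other groupings of the libraries were chosen before.

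The interaction of strain and infection, a test of the difference in response itself, called 4 genes by edgeR's quasi-likelihood test. The paper's text describes none of these differences between the strains, and of its Tables S3 and S4 only the leading part was read. Edn1 went from 2.39 ± 0.731 to 13.5 ± 1.44 CPM in B10.A and from 54.2 ± 7.81 to 69.3 ± 7.63 CPM in A/J (mean ± SD, n = 3), a log2 difference in response of 2.11. Tnfsf4 went from 9.12 ± 1.54 to 35.9 ± 3.32 CPM in B10.A and from 50.7 ± 9.21 to 61.3 ± 1.52 in A/J, a difference of 1.70. Both genes stood higher in A/J than in B10.A before and after infection. Mettl7a1 (49.8 ± 7.94 to 14.3 ± 0.776 CPM in B10.A, 38.6 ± 4.18 to 32.3 ± 3.97 in A/J) and Entpd1 (52.9 ± 7.45 to 24.5 ± 3.26, 63.3 ± 1.26 to 65.9 ± 4.62) had differences of -1.54 and -1.17. The next gene by p, Lpar5, had a difference of -1.76 and was not called (adjusted p = 0.108 by edgeR's quasi-likelihood test).

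With every library thinned to the smallest total, 4 of the 4 genes remained called, which argues against sequencing depth. Without A/J uninfected replicate 1, the library whose label is in doubt, 1 of them was still called and their median absolute log2 difference was 1.5, against 1.62 with it, which argues against a wrong label of that library as the cause. None was called without A/J infected replicate 1, A/J infected replicate 2 or B10.A infected replicate 1, and 2 were without B10.A uninfected replicate 2, uninfected replicate 3 or infected replicate 2. With limma-voom, or with the replicate number as a block, none of the 4 was called. The likelihood ratio test, DESeq2 and the fit without a count filter called all 4. When the strain labels were exchanged among libraries of the same infection state, 5 of 100 such splits drawn from 200 called at least 4 genes, the real one included. The other 4 called up to 2748 genes and let the difference between the strains into the contrast by construction, and in the rest that difference widens the spread within groups, so this count says nothing about chance. By edgeR's quasi-likelihood test 1285 genes had an unadjusted p under 0.05, where independent genes give 622.5 by chance. With the effects of strain and infection removed from the log2 CPM of each gene, and infection labels exchanged within each strain, 16 of 100 groupings drawn from 200 had at least as many genes at an unadjusted p under 0.05 as the real one (1320 by limma), itself included, and the highest had 2268. Chance is therefore not excluded for this excess. Chance, reads of Mettl7a1 shared with its close relatives, which was not tested, and a biological difference between the strains stay open.

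The contrasts between the strains within 1 infection state were not analysed in the paper. By edgeR's quasi-likelihood test, 3657 of 12450 genes were called between the uninfected cells (1726 higher and 1931 lower in B10.A) and 3891 between the infected cells (1916 higher and 1975 lower). Apart from 2 processed pseudogenes, the smallest p between uninfected cells belonged to Cavin1 (log2 ratio of B10.A to A/J -3.98), Bst1 (5.99) and Scarf1 (4.68), with adjusted p from 7.2e-09 to 1.3e-08 over the 5 genes by this test. The pseudogenes, Gm12033 and Gm13394, had 7410 and 6343 counts in the uninfected A/J libraries and 3 each in those of B10.A, ratios of 2018 (95% exact counting interval 690.3 to 9789) and 1728 (591 to 8379.6 by the same method). Whether reads of their parent genes that carry strain variants fall on these pseudogenes was not tested, since the counts hold no sequence.

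Thinned to the smallest total, 3467 genes were called between the uninfected strains, which argues against depth. B10.A carries the H2 region of strain A on chromosome 17, from 33974659 to 37483552. If differences in sequence at the genes themselves made up the contrast, this shared region would differ less than others. Its 111 tested genes had a median absolute log2 ratio of 0.43, at the 96.2th percentile of 10000 random lists matched on expression, and 34 of them (30.6%) were called against 29.4% of all genes. This argues against sequence differences at the genes as the whole cause, and, since reads of this region would align alike in both strains, against a poorer alignment of A/J reads as the whole cause too. Lists of cell types moved apart between the uninfected strains. The neutrophil list was higher in B10.A by 1.23 in median log2 CPM and the dendritic cell list lower by a difference of -1.61, while the macrophage list overlapped (0.20). Of single genes of the neutrophil list, picked after their values were seen, S100a9 and S100a8 overlapped between the strains, whereas Camp and Ngp were higher in B10.A. Of the 12 genes of that list, 12 were tested in B10.A and 11 in A/J, where Mpo was below the count filter. Another mix of cells cannot be told apart from a difference between the strains in the same cells, because the cultures of each strain differ in both and the lists read RNA of all cells together. Of the 10 ways to split the 6 libraries into 3 and 3, 1 called as many genes, the real one, for the uninfected and also for the infected contrast, and the other 9 called 0. With 10 splits the share cannot go below 0.1, so the splits cannot exclude chance. By edgeR's quasi-likelihood test 5997 genes (48.2%) between the uninfected and 6167 (49.5%) between the infected cells had an unadjusted p under 0.05, and in the other splits at most 1453 and 1223. A biological difference between the strains stays open and was not tested.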

How the results depend on the processing

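The alternatives with residual factors or surrogate variables, the likelihood ratio test with 1 library left out, and the dispersions of another strain for the shared genes were chosen after seeing the data, and all others before. Where a result changed and no reason is given, the cause was not tested.

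The 0 genes called in A/J stayed at 0 under the likelihood ratio test, DESeq2, limma-voom, both other normalizations, both other count filters, thinning, all fold thresholds and all 12 libraries in 1 fit. With each library left out, the count was 0 to 1, the 1 without A/J uninfected replicate 1. With the dispersions of B10.A and the likelihood ratio test it was 149. With 2 residual factors it was 261 and with 3 it was 308, and by the likelihood ratio test 19, 364 and 381 with 1, 2 and 3 factors, and 53 and 123 with 1 and 2 surrogate variables. The quasi-likelihood test called 0 with 1 residual factor or with 1 or 2 surrogate variables. On simulated counts without any change, the likelihood ratio test called 13 to 19 genes in the A/J fit without factors, 18 to 22 with 1 factor, which covers the 19, 24 to 32 with 2 and 35 to 66 with 3. The quasi-likelihood test called 0 with up to 2 factors and 0 to 18 with 3. By the likelihood ratio test, leaving out 1 library gave 0 to 206, with 206 without A/J uninfected replicate 1, 59 without A/J infected replicate 1 and 2 without A/J infected replicate 3.

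The 1553 genes called in B10.A were 1885 by the likelihood ratio test (1550 of the 1553 among them), 1601 by DESeq2 (1481) and 1524 by limma-voom (1480), 1554 with RLE, 1619 with upper-quartile normalization (1397), 1802 without a count filter, 1483 after thinning, 1312 with all 12 libraries in 1 fit (1219) and 2053 without a fold threshold. By their stricter construction, a fold change of at least 2 left 540 and glmTreat 322. Leaving out 1 library gave 768 (without B10.A infected replicate 1) to 1391, and 1025 without B10.A infected replicate 2, with fewer samples in each. The count was 2343 with 3 residual factors, 2330 and 2435 by the likelihood ratio test with 2 and 3, and 2382 with 2 surrogate variables by that test.

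The 0 genes shared by both strains were 0 to 1 with 1 library left out, the 1 without A/J uninfected replicate 1. With the dispersions of B10.A for A/J they were 132, and with those of the other strain for each 99. With 2 and 3 residual factors they were 239 and 269, by the likelihood ratio test 15, 308 and 316 with 1, 2 and 3 factors, and 45 and 108 with 1 and 2 surrogate variables. The 4 genes of the interaction were 86 by the likelihood ratio test, 125 by DESeq2, 0 by limma-voom and 14 without a count filter. With 1 library left out the count was 0 to 5. It was 0 without A/J infected replicate 1, A/J infected replicate 2 or B10.A infected replicate 1, 1 without A/J uninfected replicate 1, and 2 without B10.A uninfected replicate 2, uninfected replicate 3 or infected replicate 2. Between the uninfected strains, a fold change of at least 2 left 1935 of the 3657 genes and glmTreat 1818, and leaving out 1 library gave 2948 to 4125. Between the infected strains it was 2126, 2008, and 2926 to 4301.

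The replicate numbers were also taken as a block. Deviations from the group means correlated between libraries of the same number by 0.390, -0.348 and -0.410 in A/J and 0.228, -0.265 and -0.308 in B10.A, against -0.549 to 0.691 and -0.188 to 0.388 for different numbers. No value for the same number was above these ranges, and -0.265 and -0.308 in B10.A were below, so the numbers do not pair the libraries. The block gave 0 called genes in A/J, 1116 in B10.A, 0 in the interaction, and 3467 and 3706 between the strains, and left the camera calls at 7, 8 and 5 lists.

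Camera called 7 lists in A/J, 8 in B10.A and 5 in the interaction. Fry called 0, 8 and 0, with 6 of the 8 in B10.A the same lists, and camera with an estimated correlation 0, 0 and 0. Leaving out 1 library gave 6 to 9 lists in A/J and 2 to 7 in the interaction, with 2 without A/J uninfected replicate 1 and 3 without A/J infected replicate 1, B10.A uninfected replicate 2 or B10.A infected replicate 1. The proliferation list in A/J, with a median of -0.15 in log2 CPM, changed its direction without A/J infected replicate 3 (0.12), and ranged from -0.39 to 0.12 with 1 library left out. The slope of the A/J on the B10.A response ranged from 0.238 (without A/J uninfected replicate 3) to 0.424 (without A/J uninfected replicate 1), and was 0.353 without A/J infected replicate 1. The spread between replicates ranged from 16.0% to 21.4% in A/J and from 11.9% to 15.0% in B10.A.

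Over the named genes and their alternatives, 765 of 778 values in A/J, 686 of 757 in B10.A and 1014 of 1098 between the strains kept their direction and their side of the threshold. In B10.A 46 values lost a call, 24 gained one and 1 moved, and between the strains 33 lost one, 11 gained one and 40 moved. In A/J 1 gained a call (Cxcl10) and 12 moved. For the gene lists, 512 of 612 values kept both, 60 lost a call, 23 gained one, 16 moved and 1 changed direction. Depth limits genes with few counts, such as Il12a, which was below the count filter in both strains, and Cd209a and Faah, with 3 counts in infected B10.A cells.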

Differences from the paper's values

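The residual factors, the surrogate variables, the likelihood ratio test with 1 library left out, the shared genes under the dispersions of another strain and the matchings of libraries described here were chosen after the values were seen. For A/J the paper's number of DEGs is 221, against 0 here by edgeR's quasi-likelihood test (390 genes at an unadjusted p under 0.05). The paper's number of rising genes is 213, against 0, and of falling genes about 8 in Fig. 1B, read by eye, against 0. Of the alternatives set before the data were examined, only the dispersions of B10.A with the likelihood ratio test came within 1.5 times of the paper's first 2 numbers, with 149 DEGs and 147 rising (2 falling, which did not come near). That setting dropped 113 of the paper's 221 genes. All others gave 0, or 1 without A/J uninfected replicate 1, among them the likelihood ratio test that the paper's methods name. For the DEGs in both strains the paper's number is 189, against 0 here. The alternatives set for this number before the data were examined gave 0, or 1 without A/J uninfected replicate 1, and none came near it.

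Among settings chosen after seeing the values, 2 residual factors gave 261 DEGs in A/J and dropped 52 of the paper's 221, or 364 and 3 by the likelihood ratio test. With 3 factors they were 308 and 29, or 381 and 1. The likelihood ratio test gave 206 without A/J uninfected replicate 1 (90 dropped), 59 without A/J infected replicate 1 (169), 2 without A/J infected replicate 3 (220), 19 with 1 residual factor (205), and 53 and 123 with 1 and 2 surrogate variables (175 and 125). Also after seeing the values, infected and uninfected libraries were matched in each of 6 ways as a block, with the likelihood ratio test and a CPM of at least 1 in at least 3 libraries. In A/J this gave 0 to 309 genes. The 309 (301 rising, 8 falling) dropped 17 of the paper's 221 and matched uninfected replicates 1, 2 and 3 to infected replicates 2, 3 and 1, for which the paper gives no ground. The deviations of these pairs from their group means correlated by 0.278, 0.691 and 0.345. The only other matching in A/J with 3 positive correlations (0.390, 0.691 and 0.180), to infected replicates 1, 3 and 2, gave 5 genes. In B10.A the 6 ways gave 1626 to 2283 genes. The highest, with 1142 rising and 1141 falling, matched uninfected replicates 1, 2 and 3 to infected replicates 1, 3 and 2 (correlations 0.228, 0.347 and 0.388). For B10.A the paper's number of called genes is 2278, of called genes rising 1128 and of called genes falling 1150, each within 1.5 times of this matching. How many of the paper's B10.A genes these drop was not counted, because its table is held only in part. For the genes in both strains, settings chosen after seeing the values gave 132 with the dispersions of B10.A for A/J (within 1.5 times of the paper's number, and dropping 113 of the paper's 221 A/J genes), 99 with the dispersions of the other strain for each, 239 and 269 with 2 and 3 residual factors, 308 and 316 with these by the likelihood ratio test, and 108 with 2 surrogate variables by that test.

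For B10.A the paper's number of called genes falling on infection is 1150, against 699 here. Of the alternatives set before the data were examined, the likelihood ratio test (877), upper-quartile normalization (921), no count filter (833) and no fold threshold (945) came within 1.5 times of it. DESeq2 (720), limma-voom (657), RLE normalization (708), a CPM of at least 1 in at least 3 libraries (735), the replicate number as a block (452), thinning (664), a fold change of at least 2 (184), glmTreat (97), all 12 libraries in 1 fit (586), the dispersions of A/J (612) and each library left out in turn (339 to 638) did not. Among the settings chosen after seeing the values, the likelihood ratio test with the stricter count filter gave 898, with 2 residual factors 1105 and with 2 surrogate variables 1145.

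Of 41 genes that the paper names and whose calls could be read, it calls 15 in A/J, against 0 here, and 38 in B10.A, against 31. In A/J the 15 are Ank1, Ccl22, Col5a3, H2-T24, Il10, Il1b, Il1f6, Il6, Itgb8, Nos2, Oasl2, Procr, Ptgs2, Tnf and Trim30d. With the dispersions of B10.A 8 of them were called. Chosen after seeing the values, 2 residual factors called 12, 3 called 14, and the likelihood ratio test called 3, 14 and 15 with 1, 2 and 3 factors, 4 and 10 with 1 and 2 surrogate variables, 14 without A/J uninfected replicate 1, 4 without A/J infected replicate 1 and 1 (Ank1) without A/J infected replicate 3. In B10.A the paper calls 7 genes that were not called here, Acp5 (adjusted p = 0.0622 by edgeR's quasi-likelihood test), Il6 (0.0604), Snx14 (0.0586), Zfyve28 (0.0680), Atg14 (0.0702), H2-T24 (0.154) and Stx17 (0.0765). The likelihood ratio test called 6 of the 7, without H2-T24, and no count filter called all 7. DESeq2 called Acp5 and Zfyve28, upper-quartile normalization Acp5 and Snx14, the replicate number as a block Il6 and Zfyve28, and all 12 libraries in 1 fit Snx14. Without B10.A uninfected replicate 1, Il6 and Atg14 were called, and without uninfected replicate 2 Acp5 and Snx14. The dispersions of A/J called H2-T24, Il6, Snx14 and Stx17. Chosen after seeing the values, the likelihood ratio test with the stricter count filter called 6, every fit with residual factors 6 (not Acp5), 1 surrogate variable 2, or 6 by the likelihood ratio test, and 2 surrogate variables 7 by either test. With 1 library left out, that test called up to 4 of the 7. Over 73 log2 fold changes of named genes, none had another sign than the paper's or lay further from it than the SD between replicates. The median difference was 0.0139 and the largest 0.67, for Il10 in A/J. Over the alternatives, 31 of 1095 had another sign or lay further away than that SD.

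The paper states that Nos2 rose significantly more in the susceptible strain. The log2 difference in response was 1.36 (SE 0.69) and was not called (adjusted p = 0.524 by edgeR's quasi-likelihood test, 0.344 to 0.937 over the alternatives), although the fold change was larger in B10.A. The paper also states that resistant BMDCs raised certain GO categories that susceptible ones did not. The genes of its A/J terms had the larger median log2 fold change in B10.A for 73 of 81 terms, which share genes. Among them were the apoptotic terms, in which 17 of 25 and 6 of 10 genes were called in B10.A. No gene of the apoptotic terms was called in the interaction by edgeR's quasi-likelihood test. The medians were not computed without A/J uninfected replicate 1, on which the slope of the A/J on the B10.A response depended (0.293 with it, 0.424 without it).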

Other observations

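The tests on the resemblance of libraries, on the macrophage list, on the depth of 2 libraries, on a wrong label, on the A/J count with residual factors and on unadjusted p in other splits were chosen only after the results were seen. Those on the spread, on thinning, on levels in uninfected cells and on other splits were chosen before.

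Fewer genes were called in A/J than in B10.A. With the gene-wise dispersions of A/J, the likelihood ratio test still called 1307 genes in B10.A, which argues against the larger spread of the A/J replicates as the whole cause, and thinning to the smallest total left 1483, which argues against depth. If uninfected A/J cells already expressed the response genes, genes that rose in B10.A would be higher in uninfected A/J cells. Over the 3 ways to hold out 1 uninfected B10.A library, their median log2 ratio was -0.37, -0.07 (-0.0711) and -0.02, and 33.3%, 46.8% and 49.5% of the genes were higher in A/J. With genes going both ways, this decides nothing, and the explanation stays open. If a wrong label of A/J uninfected replicate 1 were the whole cause, leaving this library out would lift the A/J count to near that of B10.A. Without it 1 gene was called, against 768 or more in B10.A with 1 library left out. By the likelihood ratio test 206 genes were called without it, against 0 with it and 1439 to 1905 in B10.A with 1 library left out. A wrong label of A/J uninfected replicate 1 is therefore not the whole cause, although this library weighs on the A/J count by that test. These counts do not tell whether its label is wrong. A wrong label of A/J infected replicate 1, without which the likelihood ratio test called 59 genes, was not tested. Unmodelled variation between the A/J libraries is no full account either, since with 2 residual factors 261 genes were called in A/J and 2122 in B10.A. These 261 calls do not show a response by themselves. With 2 factors, 6 of the 10 splits of the A/J libraries called as many genes as the labelled one, itself included, and another split called 1389, while in B10.A the highest other split called 664. Without factors, 1 of the 10 splits of B10.A, the labelled one, gave 1553 and the others 0. With 10 splits the share cannot go below 0.1, so the splits cannot exclude chance. By edgeR's quasi-likelihood test 3909 genes of B10.A (33.4%) had an unadjusted p under 0.05, and in its other splits at most 822, but another split of A/J had 2894 of 12061. In A/J the labelled split called 0 genes, a number that all 10 splits reach by necessity, so the comparison says nothing there. A weaker response of the A/J cells, a biological difference that the design names, stays open. So does another mix of cells in the cultures, which was not tested for this pattern. The uninfected strains differed, B10.A minus A/J, by -1.61 on the dendritic cell list and 1.23 on the neutrophil list in median log2 CPM. On the macrophage list they overlapped. The slope of the A/J on the B10.A response was 0.293 and 76.5% of genes changed more in B10.A, but the interaction, which tests the difference gene by gene, called 4 genes (0 without A/J infected replicate 1, A/J infected replicate 2 or B10.A infected replicate 1, 1 without A/J uninfected replicate 1, and 2 without B10.A uninfected replicate 2, uninfected replicate 3 or infected replicate 2).

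A/J uninfected replicate 1 and A/J infected replicate 1 resembled each other more than any other pair of libraries of a strain. The counts of the pair differed with a median chi-square per gene of 0.660 (mean 2.35), against 0.474 (mean 1.02) for the parts of 1 library split at random in a pair and a mean of 8.70 to 62.7 for the other 29 pairs. This argues against 1 library deposited under both labels. The other 5 pairs of the same replicate number had means of 35.9 or more, so a shared number does not explain it. On a score of the genes called in B10.A, A/J uninfected replicate 1 stood at 0.0511 and the other uninfected A/J libraries at -0.251 and -0.270. A/J infected replicate 1 stood at 0.0344 and the other infected ones at 0.234 and 0.201. A wrong label of A/J uninfected replicate 1 may therefore explain the pair and stays open. A wrong label of A/J infected replicate 1 and a mixture or contact of the 2 cultures were not tested and stay open too. Nothing in the counts can tell which.

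A/J uninfected replicate 2 and A/J infected replicate 3 stood apart from the other 4 A/J libraries. Their median log2 CPM of the macrophage list lay 0.317 above the highest of the other 4, that of the neutrophil list 0.84 below the lowest (-0.84), that of the proliferation list also below (-0.48) and that of MHC class II too (-0.32), with lysosomal hydrolases (0.36) and the hypoxia and glycolysis list (0.42) above. Apoe, a gene of the macrophage list picked after its values were seen, had 2003 and 1873 CPM in the 2 libraries and at most 436 in the others of A/J. All 12 genes of the list were tested in both strains, so the cultures express them in general. A/J uninfected replicate 2 had the largest total of the A/J libraries, 13269853 counts on genes, and A/J infected replicate 3, with 11931315, lay among the other 4 (9028423 to 12598342), which argues against depth as what sets both apart. More macrophage-type cells or such a state in these cultures is a candidate explanation that stays open, since the same libraries showed the pattern and tested it.

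The remaining lists had these median log2 fold changes on infection in A/J and B10.A: dendritic cells 0.05 and 0.25 (2 genes called as rising and 2 as falling in B10.A, 4 adjusted over the list alone), macrophages -0.12 and -0.31 (4 falling, 4), neutrophils 0.07 and -0.10 (1 rising, 0), mast cells or basophils 0.27 and 0.24 (1 rising, 1), proliferation -0.13 and -0.29 (1 falling, 0) and Y-linked genes 0.02 and 0.04 (none). In A/J none of their genes was called by edgeR's quasi-likelihood test, over all genes or adjusted over the list alone. The mean of the dendritic cell list in B10.A was -0.10, of opposite sign to its median. The Y-linked Kdm5d had 8.22 to 13.5 CPM, Ddx3y 8.05 to 17.3, Eif2s3y 19.4 to 31.1 and Uty 2.96 to 5.39 in the 12 libraries, and Xist at most 0.0865, which is the pattern of the male mice the paper names. By limma's camera test, the macrophage list fell in B10.A (adjusted p = 0.0165, and 0.0533 by fry, or 0.0618 and 0.0918 by camera without B10.A uninfected replicate 3 and without infected replicate 3) and the proliferation list in A/J (adjusted p = 0.0294, and 0.858 by fry). The A/J call was lost without A/J uninfected replicate 1 (adjusted p = 0.519 by camera), without uninfected replicate 3 (0.886) and with upper-quartile normalization (0.0650), and the list rose without A/J infected replicate 3 (adjusted p = 0.0380, with a median of 0.12 in the log2 CPM that camera takes, against -0.15 with all libraries). Other lists were called by camera only with 1 library left out, here with medians in the same log2 CPM. In B10.A the proliferation list (-0.28, adjusted p = 0.0931) fell without uninfected replicate 3 (-0.61, adjusted p = 0.000405) or infected replicate 3 (-0.63, 0.000211), and had 0.01 without uninfected replicate 2. In A/J the neutrophil list (0.17, adjusted p = 0.433) rose without uninfected replicate 3 (0.49, 0.00274) or infected replicate 3 (0.46, 0.0232), and had -0.29 without uninfected replicate 2. The macrophage list there (-0.12, adjusted p = 0.493) fell without uninfected replicate 1 (-0.29, 0.0372) or infected replicate 3 (-0.31, 0.0101), and had 0.13 without uninfected replicate 2. The list of mast cells or basophils (0.25, adjusted p = 0.173) rose without uninfected replicate 3 (0.59, 0.0485) or infected replicate 2 (0.44, 0.0350). Between the strains, where neither was called with all libraries, camera called the macrophage list without A/J uninfected replicate 2, A/J infected replicate 1, A/J infected replicate 2 or B10.A infected replicate 2 (adjusted p from 0.00220 to 0.0473) and the proliferation list without A/J infected replicate 3, B10.A uninfected replicate 3 or B10.A infected replicate 3 (0.00441 to 0.00958), both as falling more in B10.A. The lists of B cells, of T and NK cells and of erythroid cells had fewer than 3 tested genes in both strains and were not tested. On principal components of all 12 libraries, the first held 67.2% of the variance and parted the strains, and PC2 held 11.1%.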
